# Regulation of microRNA during cardiomyocyte maturation in sheep

**DOI:** 10.1186/s12864-015-1693-z

**Published:** 2015-07-22

**Authors:** Janna L Morrison, Song Zhang, Ross L Tellam, Doug A Brooks, I Caroline McMillen, Enzo R Porrello, Kimberley J Botting

**Keywords:** Microarray, miR-133, miR-15 family, miR-590, miR-199a, Cardiomyocyte, Proliferation

## Abstract

**Background:**

There is a limited capacity to repair damage in the mammalian heart after birth, which is primarily due to the inability of cardiomyocytes to proliferate after birth. This is in contrast to zebrafish and salamander, in which cardiomyocytes retain the ability to proliferate throughout life and can regenerate their heart after significant damage. Recent studies in zebrafish and rodents implicate microRNA (miRNA) in the regulation of genes responsible for cardiac cell cycle progression and regeneration, in particular, miR-133a, the miR-15 family, miR-199a and miR-590. However, the significance of these miRNA and miRNA in general in the regulation of cardiomyocyte proliferation in large mammals, including humans, where the timing of heart development relative to birth is very different than in rodents, is unclear. To determine the involvement of miRNA in the down-regulation of cardiomyocyte proliferation occurring before birth in large mammals, we investigated miRNA and target gene expression in sheep hearts before and after birth. The experimental approach included targeted transcriptional profiling of miRNA and target mRNA previously identified in rodent studies as well as genome-wide miRNA profiling using microarrays.

**Results:**

The cardiac expression of miR-133a increased and its target gene *IGF1R* decreased with increasing age, reaching their respective maximum and minimum abundance when the majority of ovine cardiomyocytes were quiescent. The expression of the miR-15 family members was variable with age, however, four of their target genes decreased with age. These latter profiles are inconsistent with the direct involvement of this family of miRNA in cardiomyocyte quiescence in late gestation sheep. The expression patterns of ‘pro-proliferative’ miR-199a and miR-590 were also inconsistent with their involvement in cardiomyocyte quiescence. Consequently, miRNA microarray analysis was undertaken, which identified six discrete clusters of miRNA with characteristic developmental profiles. The functions of predicted target genes for the miRNA in four of the six clusters were enriched for aspects of cell division and regulation of cell proliferation suggesting a potential role of these miRNA in regulating cardiomyocyte proliferation.

**Conclusion:**

The results of this study show that the expression of miR-133a and one of its target genes is consistent with it being involved in the suppression of cardiomyocyte proliferation, which occurs across the last third of gestation in sheep. The expression patterns of the miR-15 family, miR-199a and miR-590 were inconsistent with direct involvement in the regulation cardiomyocyte proliferation in sheep, despite studies in rodents demonstrating that their manipulation can influence the degree of cardiomyocyte proliferation. miRNA microarray analysis suggests a coordinated and potentially more complex role of multiple miRNA in the regulation of cardiomyocyte quiescence and highlights significant differences between species that may reflect their substantial differences in the timing of this developmental process.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1693-z) contains supplementary material, which is available to authorized users.

## Background

From late gestation, the majority of human cardiomyocytes cease proliferating due to either an absence of karyokinesis and/or cytokinesis [1–3]. Consequently, and in contrast to the neonatal mammalian heart, the adult heart has limited capacity to regenerate cardiomyocytes that may be lost due to damage or aging [4–6]. This is dissimilar to zebrafish, whose cardiomyocytes retain the ability to proliferate throughout life and are therefore able to regenerate the heart after significant damage [7, 8]. The majority of regenerated zebrafish and neonatal mouse cardiomyocytes originate from existing cardiomyocytes rather than cardiac stem cells [4, 9–12] and are less differentiated and have less contractile organisation compared to those from un-injured myocardium [4, 9]. Recent evidence suggests that microRNA (miRNA) regulate cardiomyocyte proliferation and can induce reversion of adult cardiomyocytes to a pro-proliferative state [13].

miRNA are small (~22 nucleotide) non-coding RNAs that are often evolutionarily conserved between species. miRNA originate from longer gene transcripts that form hairpin loops, which are cleaved by the RNAase enzymes, Drosher and Dicer, to generate mature miRNA. Once bound to the Argonaut protein, miRNA guide the RNA-induced silencing complex (RISC), sometimes referred to as miRNP (miRNA-ribonucleoprotein complex), to mRNA targets and subsequently regulate the expression of genes by suppressing translation and/or initiating the degradation of the mRNA. There are in excess of a thousand miRNA encoded by the human genome and each miRNA can inhibit multiple genes, thereby potentially allowing the regulation of functional or developmental pathways (for review see [14]).

A comparison of miRNA expression in regenerated versus un-injured zebrafish myocardium identified miR-133 as being specifically down-regulated during the period of cardiomyocyte proliferation and regeneration [7]. There are three genomic loci producing miR-133 with only miR-133a-1 and miR-133a-2 being expressed in the heart [15]. miR-133 is one of the most abundant cardiac miRNA [16] and is essential for normal cardiogenesis in mice, through regulation of serum response factor (*SRF*) [GenBank: NM_020493] dependent transcription [17]. Interestingly, *SRF* together with Cyclin D2 (*CCND2*) [GenBank: NM_009829] was associated with increased cardiomyocyte proliferation in miR-133a-1/miR-133a-2 double-knockout mice [17]. miR-133a also regulates Connexin-43 (*GJA1*) [GenBank: NM_131038] [7], phosphoglycerate mutase (*PGAM1*) [GenBank: NM_023418] [18] and connective tissue growth factor (*CTGF*) [GenBank: NM_010217] [19–21] in regenerative and proliferative cardiomyocytes. miR-133a has also been implicated as an inhibitor of vascular smooth muscle [22] and ovarian cancer [23] cell proliferation, through the inhibition of insulin-like growth factor receptor 1 (*IGF-1R*) [GenBank: NM_010513], which is a potent stimulator of cardiomyocyte proliferation [24, 25].

Murine cardiomyocytes transition from a proliferative to a quiescent state from days 4 to 10 after birth [26]. Comparisons of miRNA expression across this period identified miR-195, a member of the miR-15 family, as the most up-regulated miRNA and therefore possibly implicated in the inhibition of cardiomyocyte proliferation [27]. Furthermore, across the period of diminished proliferation in mice, the mRNA expression was reduced for both conserved and non-conserved target genes of the miR-15 family, such as Checkpoint kinase 1 (*Chek1*) [GenBank: NM_007691], Cyclin dependent kinase-1 (*Cdk1*/*Cdc2a*) [GenBank: NM_007659], Survivin/Baculoviral inhibitor of apoptosis repeat-containing *5* (*Birc5*) [GenBank: NM_001012273] and Sperm-associated antigen 5 (*Spag5*) [GenBank: NM_017407]. Furthermore, inhibiting the miR-15 family *in vivo* increased the number of mitotic cardiomyocytes in mouse [12, 27].

Both miR-133a and the miR-15 family are associated with inhibition of cardiomyocyte proliferation and myocardial regeneration, however, there are also miRNA that promote proliferation. miR-199a and miR-590 are involved in promoting proliferation in rodents [13]. In addition, treating adult rat cardiomyocytes with mimics for miR-199a and miR-590 promotes cell cycle re-entry and promotion of cardiac regeneration *in vivo* [13]. Using short interfering RNA that were specific for each gene target of miR-199a and miR-590, the knockdown of 43 genes increased the percentage of cardiomyocytes undergoing DNA synthesis by approximately 2-fold. Of the genes that were associated with the up-regulation of DNA synthesis, three genes (Chloride intracellular channel protein 5 (*Clic5*) [GenBank: NM_172621]*,* Homeodomain-only protein (*HopX*) [GenBank: NM_001159900] and Homer protein homolog 1 (*Homer1*) [GenBank: NM_001284189]) were targets of both miR-199a and miR-590 and are therefore believed to be important regulators of cell cycle activity in cardiomyocytes.

Mouse and rat cardiomyocytes become quiescent in postnatal life and this process is complete by day 10 [26] and 12 [28], respectively. The timing of quiescence in rodents corresponds to a period just after birth when there is significant cardiac remodelling triggered by changes in the circulation due to air breathing and the switch in cardiomyocyte metabolism from predominantly glycolysis *in utero* to fatty acid oxidation in postnatal life [29]. Hence, changes in miRNA and target gene expression during this period in rodents are difficult to interpret due to metabolic changes occurring with developmental processes. Quiescent human cardiomyocytes have been identified from as early as 0.8 of gestation [30] and the process is generally near complete by birth, however, recent studies demonstrate that a very low level cardiomyocyte proliferation may extend to 20 years of age [31]. The *in utero* transition to quiescence in humans is similarly timed to sheep, a species where cardiomyocytes become quiescent due to binucleation from 0.75 of gestation [32] and the percentage of cardiomyocytes in the cell cycle decreases from 7 % at 110 days gestation to 1 % close to birth [33]. The current investigation aimed to gain greater insight into the regulation of human cardiomyocyte proliferation by determining the expression of specific miRNA and their target genes, from the aforementioned zebrafish and murine studies, in sheep myocardium across late gestation and early postnatal life. Through the use of a miRNA microarray, we further aimed to determine the expression of all miRNA across this developmental window, thereby isolating the miRNA that may regulate cardiomyocyte quiescence from those associated with the major physiological and biochemical changes that occur just after birth.

## Results

### Body and heart weight measurements

Body weight and heart weight data were collected at each time point and, as expected, increased with age (*P* < 0.05; Table 1). Heart and body growth patterns were in unison until 5 days of age, such that heart weight relative to body weight was maintained, however, at 21 days of age and furthermore at 173 days of age, heart weight relative to body weight decreased (*P* < 0.05).

**Table 1:** Fetal body and heart weight measurements

	Body weight (kg)	Heart weight (g)	Heart weight/Body weight (g/kg)
F91	0.67 ± 0.02^a^	4.41 ± 0.86^a^	6.67 ± 1.32^c^
F120	2.38 ± 0.14^a^	17.42 ± 1.11^a^	7.36 ± 0.30^c^
F140	5.18 ± 0.17^b^	38.5 ± 2.25^b^	7.46 ± 0.51^c^
P5	5.46 ± 0.16^b^	43.47 ± 2.57^b^	7.93 ± 0.29^c^
P21	13.21 ± 0.31^c^	81.38 ± 3.26^c^	6.19 ± 0.33^b^
P173	42.39 ± 1.38^d^	196.09 ± 6.94^d^	4.63 ± 0.07^a^

*F* Fetal age, *P* Postnatal age in days; Values are mean ± SEM. Values with a different letter signify that age points are significantly different from each other. *P* <0.05 was considered significant

### Expression of miRNA involved in regulation of cardiac proliferation and their target genes

Two complementary experimental strategies were used to profile ovine miRNA and their target genes over the cardiac developmental period from 91 days of gestation to 173 days of age. First, qRT-PCR was used to measure the expression of specific ovine miRNA and target genes associated with rodent and zebrafish cardiomyocyte quiescence. Second, for comprehensive analysis a miRNA microarray was used to profile over 3000 probes representing miRNA from several mammalian species, including sheep and a bioinformatics approach was undertaken to predict enriched functions associated with clusters of developmentally regulated miRNA.

### Developmental profiling of rodent and zebrafish miRNA by qRT-PCR

The ovine cardiac expression of three sets of miRNA, which are highly conserved across species, and their target genes that were previously associated with regulation of cardiomyocyte proliferation in rodent and zebrafish [7, 12, 13] were measured by qRT-PCR at each developmental age to investigate their roles in prenatal cardiomyocyte quiescence in a larger mammal, sheep, characterised by quiescence of cardiomyocytes in late gestation.

#### miR-133a

The expression of miR-133a increased with age and reached its maximum expression by 5 days of age (*P* < 0.05; Fig. 1a). Counterintuitively, the expression of the miR-133a gene targets that promote cardiomyocyte proliferation in rodents, *CCND2*, *SRF*, *PGAM1* and *GJA1,* had their highest expression after birth (*P* < 0.05; Fig. 1b), when the majority of sheep cardiomyocytes were binucleated and quiescent. Furthermore, the expression of miR-133a gene target *CTFG* did not change with age (Fig. 1b). These results suggest that these genes are not directly regulated by miR-133a in sheep or are subject to more complex and overriding developmental regulators. The result also indicates that these genes are unlikely to be directly involved in ovine cardiomyocyte quiescence in sheep. The increased expression of miR-133a, however, coincided with decreased expression of *IGF1R,* a known target for this miRNA [22, 23] (*P* < 0.05; Fig. 1c).

**Fig. 1:**
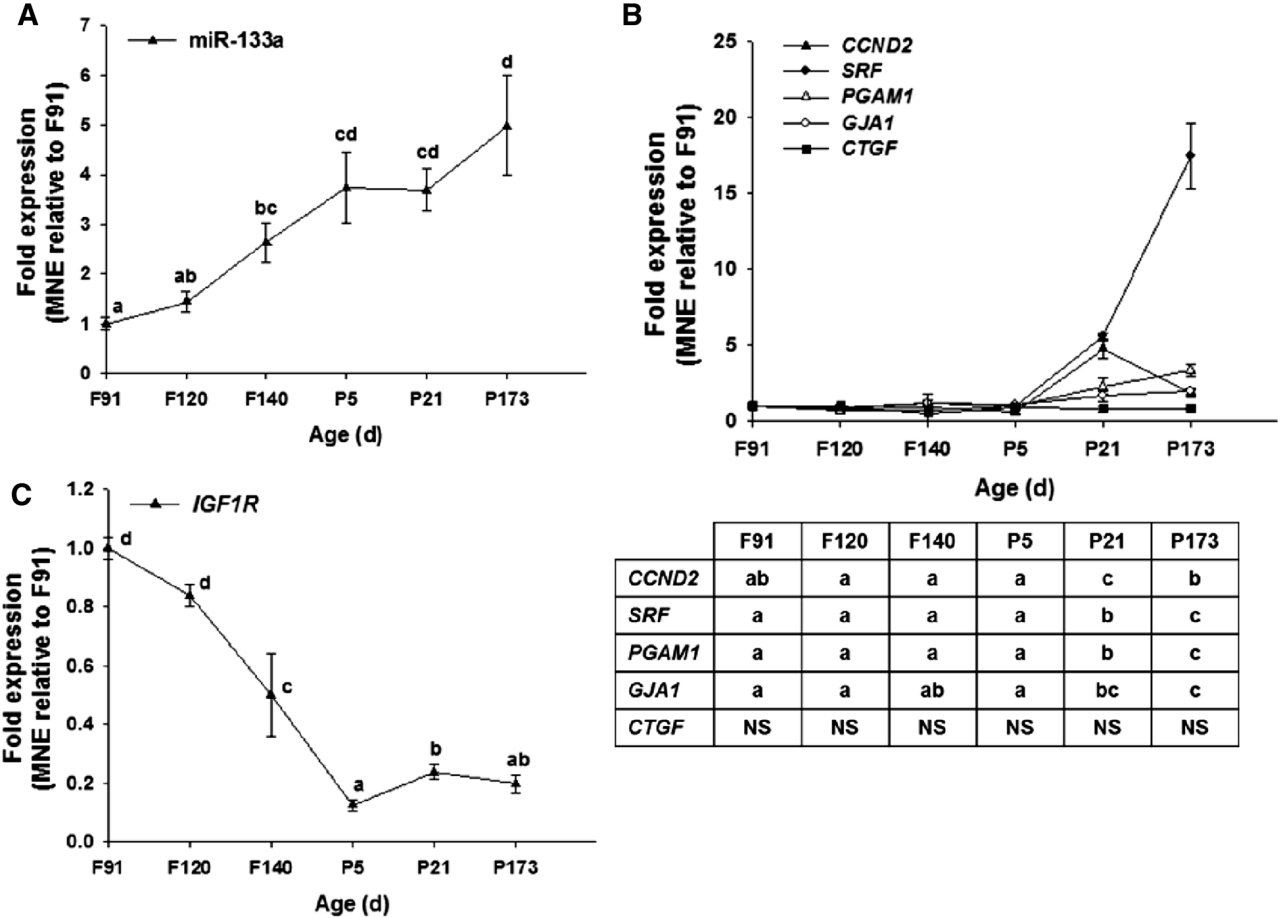
Expression of miR-133a and its target mRNAs during heart development. miR-133a increased with age (**a**) and the expression of its target genes, *PGAM1*, *GJA1, SRF* and *CCND2* increased between 5 and 21 days of age (**b**) and *IGF1R* decreases with age (**c**). Data are expressed relative to 91 days gestation. *F* Fetal, *P* Postnatal, *d* age in days, *NS* not significant. Values with a different letter signify that age points are significantly different from each other. *P* <0.05 was considered significant

#### miR-15 family

The miR-15 family contains five miRNA, miR-15a, miR-15b, miR-16, miR-195 and miR-497. Ovine cardiac expression of miR-15a expression was lowest at 140 days gestation and highest at 21 days of age (*P* < 0.05), the expression of miR-15b was lowest at 173 days of age and highest at 5 days of age (*P* < 0.05) and miR-195 expression was lowest at 140 days gestation and highest at 91 days gestation, 5 and 21 days of age (*P* < 0.05). The expression of both miR-16 and miR-497 did not change with age (Fig. 2a). Despite the variable expression patterns of members of the miR-15 family, the expression of their target mRNAs (*CHEK1*, *CDC2A*, *BIRC5* and *SPAG5)* decreased with increasing age, reaching a minimum and then plateauing at 140 days gestation (*P* < 0.05; Fig. 2b). Given that these genes are involved in cell cycle progression and mitosis [34–37], these results suggest that the decreased expression of these genes may be involved in ovine cardiomyocyte quiescence, however, the miR-15 family may not be the principal developmental regulator of these genes or ovine cardiomyocyte quiescence.

**Fig. 2:**
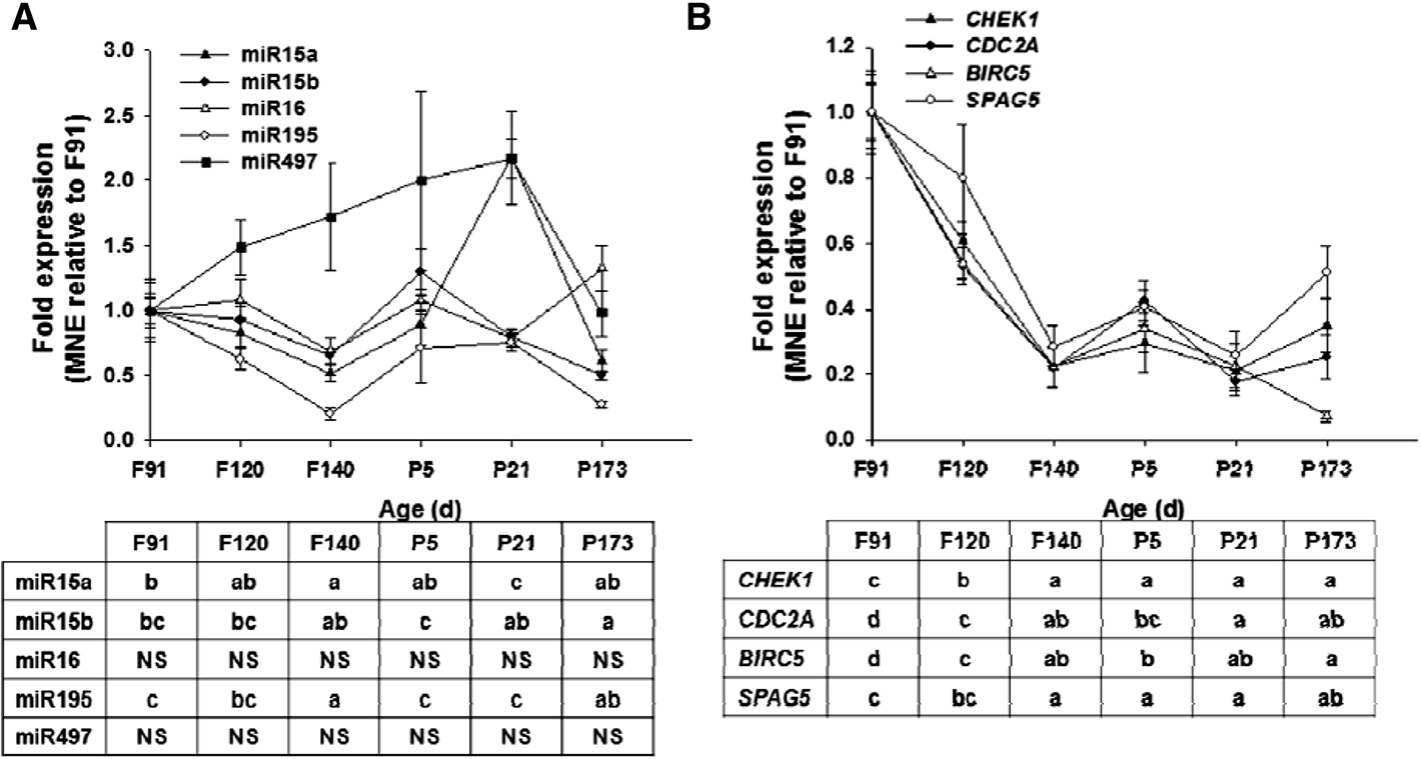
Expression of miR-15 family members and their target mRNA during heart development. The expression of miR-15 family members is variable with age (**a**), however, the expression of their target genes *CHEK1*, *CDC2A*, *BIRC5* and *SPAG5* decreased with age (**b**). Data are expressed relative to 91 days gestation; *F* Fetal, *P* Postnatal, *d* age in days, *NS* not significant. Values with a different letter signify that age points are significantly different from each other. *P* <0.05 was considered significant

#### miR-199a and miR-590

The expression of miR-199a peaked around birth, but then decreased by 21 days of age to the level seen at 91 days gestation (*P* < 0.05; Fig. 3a). The expression of miR-590, however, did not change with age (Fig. 3a). The expression of *HOPX*, a target of both miR-199a and miR-590 [13], did not change with age (Fig. 2b), however, the expression of *CLIC5* and *HOMER1* increased with age and reached their maximum expression by 5 days and 173 days of age, respectively (Fig. 2b). These data suggest that miR-199a and miR-590 miRNA and their target genes may not be directly involved in ovine cardiomyocyte quiescence.

**Fig. 3:**
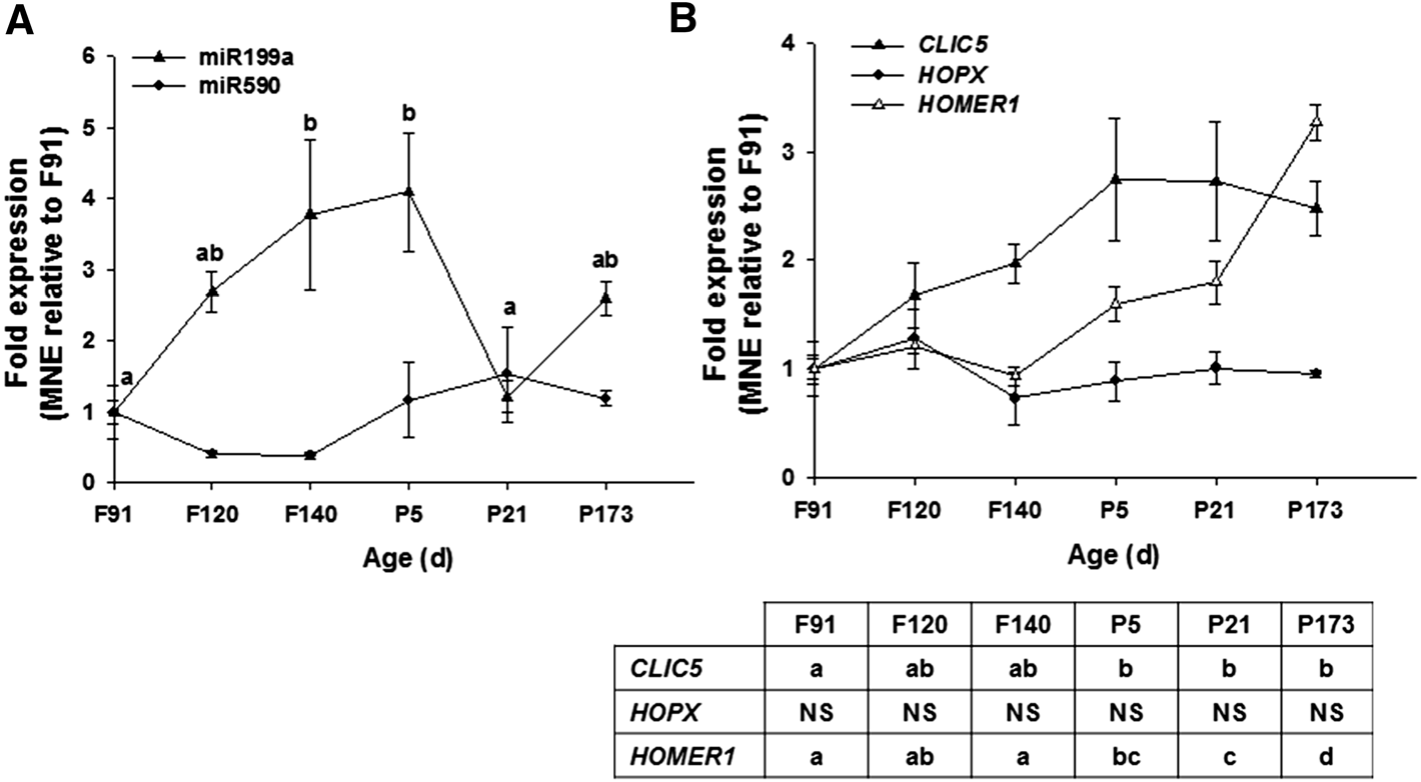
Expression of pro-proliferative miR, mir-199a and miR-590, and their target mRNA during heart development. miR-199a increases with age, but is then reduced to the level seen at 91 days gestation by 21 days of age (**a**). The expression of *CLIC5* and *HOMER1* is increased in postnatal life (**b**). Data are expressed relative to 91 days gestation; F, Fetal; P, Postnatal; d, age in days. Values with a different letter signify that age points are significantly different from each other. *P* <0.05 was considered significant

### miRNA microarray analysis

The targeted profiling of miRNA identified in rodent and zebrafish investigations showed limited correspondence with the developmental program of ovine cardiomyocyte quiescence occurring during late gestation in sheep. Consequently, miRNA microarrays were used to investigate age related changes in cardiac miRNA in a subset of the animals (*n* = 3 at each of Fetal (F) 91, F140, Postnatal (P) 5 and P173). This approach complements the targeted miRNA approach and has the potential to identify additional miRNA and possibly broader functional themes associated with cardiac development in sheep. 

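The arrays measured miRNA in total RNA of the left ventricle of 12 sheep, 3 at each of F91, F140, P5 and P173. The sample labels give the first fetal group as 91 days in their titles and as 90 days in their stage field, and the second as 141 days where the Results write F140. F91 replicate 3 was a male and the other animals were females. The 3 P5 lambs and F140 replicate 2 were twins, and the others were singletons. Twin birth thus cannot be told apart from age at P5. The array names of P5 replicates 1 and 2 differ only in their last letter, so these lambs may be co-twins and not independent. The labels do not say so. Each array was read in a single colour (Cy3) and carried 10044 spots, with 3 to 6 spots per probe and 80 empty spots. The values used are the authors' normalised intensities on a linear scale, background corrected, normalised between arrays and combined over the spots of each probe, in units rounded to whole numbers. The deposited table names lowess as the normalisation, and the Methods name a procedure of the CLCBIO Genomics Workbench. It holds 3091 of the 3098 probes, which carry 2190 names once the species prefix and the suffix for length and sequence variants are removed, and 907 of the probes are anonymous. Between 906 (F91 replicate 3) and 1064 (F140 replicate 1) probes read at least 32 units on an array. An age whose 3 arrays all read under 32 units for a probe was treated as not above background, and a fold against it is given as a lower bound. In the scanner files the 90th percentile of the probes was 328 to 803 units at F91, 895 to 1551 at F140, 1106 to 1453 at P5 and 709 to 2015 at P173, so that F91 replicate 3 and P173 replicate 2 were the dimmest scans of their ages. The values were tested as log2(value + 0.1) in a linear model with limma over all 12 arrays, with a variance that follows the level of the probe, by an F-test over the 4 ages and by 4 contrasts between ages. A probe counts as changed at limma's adjusted p (Benjamini-Hochberg) of at most 0.05, and every adjusted p given for a miRNA is limma's. Each miRNA is given by a single probe, the ovine one where the array has it and otherwise the bovine one or the brightest, with means and SD over the 3 animals of an age. The number of arrays, 3 per age, limits the precision.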

A custom designed miRNA microarray that incorporated multiple replicates of 3,098 unique probes for sheep and other mammalian miRNA was used. Technical limitations of the approach are listed in the Methods. A PCA analysis of the microarray data shows separation of the four developmental groups and clustering of the biological replicates within these groups (Fig. 4). 

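On the first 2 principal components of the whole array, the 12 hearts did not group by age, although the P5 hearts were alike in their bright miRNA. With each probe centred on its mean over the 3091 probes, the first and second principal components held 17.0 % and 13.2 % of the variation, and arrays of different ages lay among each other. F91 replicate 3 and P173 replicate 2, the dimmest scans of their ages, lay farthest out. Among the 775 probes with a mean of at least 100 units, pairs of P5 hearts correlated at 0.937 to 0.971, above every pair of different ages (0.932 at most), while the pairs of other ages did not all do so. The pair at 0.971 was P5 replicates 1 and 2, which may be co-twins. Over the 297 probes that Additional file 1 lists as differing with age, the ages did separate: the components held 47.5 % and 29.5 %, and each age formed its own group of 3 arrays. On the first of these components the F91 hearts scored 23.0 to 24.3, the P5 hearts 2.32 to 6.78, the F140 hearts -14.8 to -8.06 and the P173 hearts -18.6 to -12.5. The second set F140 hearts (-20.3 to -17.1) apart from P173 hearts (11.2 to 17.0). The mean silhouette of the ages, which is 1 for groups far apart and 0 or less for groups that mix, was -0.0663 over all probes, 0.258 over the 1122 probes with at least 32 units on at least 3 arrays, a set tried after the data were seen, and 0.747 over the listed ones. The listed probes were chosen on these same arrays because they differed with age, so their separation is not independent evidence of it.

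**Figure D1:**
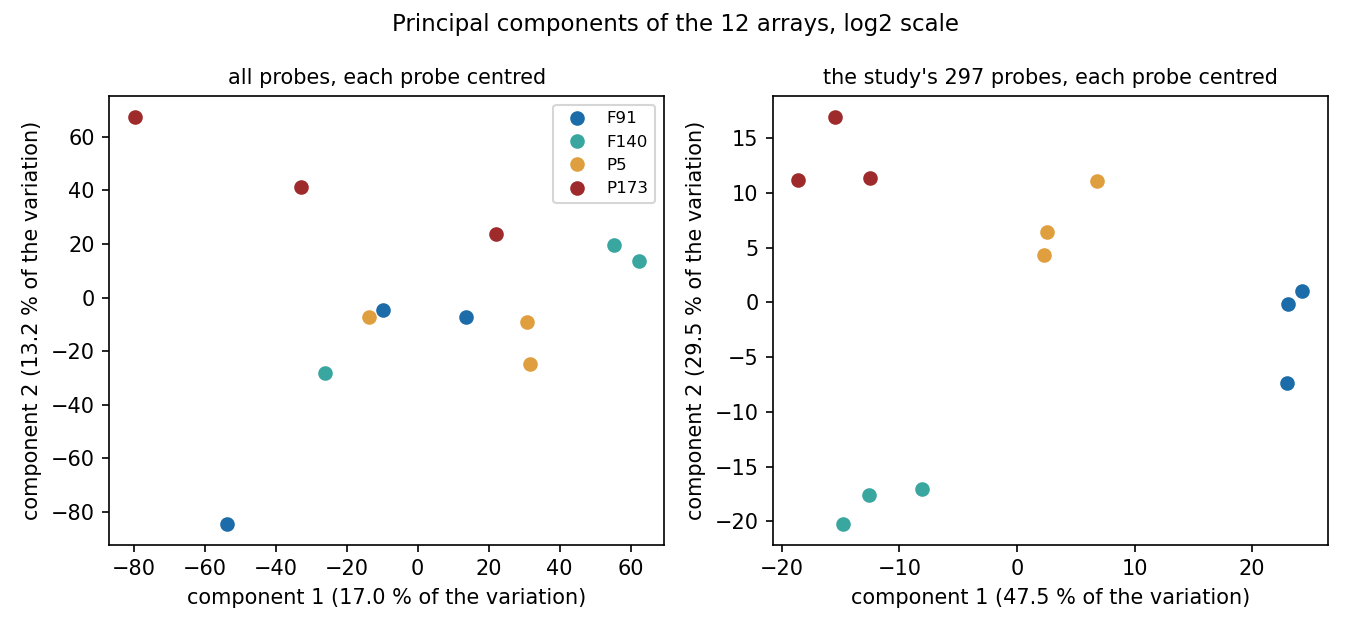
Scores of the 12 arrays on the first (x axis) and second (y axis) principal component of log2 values, each probe centred, over all 3091 probes (left) and over the 297 probes of Additional file 1 (right). Points are arrays and colours are ages. The ages mix on the left and form 4 groups on the right.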

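Where the probes are not centred, the first component follows how bright each probe is on average, and every array scores high on it. Over all probes the F91 hearts scored 277 to 290, the F140 hearts 292 to 301, the P5 hearts 294 to 298 and the P173 hearts 282 to 296. This component held 89.3 % of the variation and the second 1.79 %, and the ages mixed on the pair of them (mean silhouette -0.228). Over the 297 probes listed in Additional file 1, a set of probes tried after the data were seen, the first component held 97.5 %. There the second component carried the ages, with scores of -24.0 to -23.2 for F91, -6.30 to -2.42 for P5, 6.79 to 13.6 for F140 and 12.8 to 18.8 for P173.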

The first component in the analysis explained 97 % of the variation. A total of 297 (9.6 %) differentially expressed probes (FDR corrected *P* ≤ 0.05) were identified, which included 14 anonymous probes and some redundant probes. 

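miRNA of the left ventricle rose and fell at every step from F91 to P173, and which step held the most changes depended on the arrays fitted together. At F140, 119 probes were higher and 52 lower than at F91, and at P173, 100 were higher and 109 lower than at F91. Around birth, from F140 to P5, 26 were higher and 30 lower, and from P5 to P173, 28 were higher and 21 lower. The miR-29 family, which represses collagens and other matrix proteins, was among the rises over the whole span. miR-29a read 12.3 ± 2.89 units (SD, n = 3) at F91, below background, and 355 ± 88 at P173, at least 10.9-fold higher (adjusted p = 6.9e-05). miR-29b was at least 5.29-fold higher (adjusted p = 0.0017) and miR-29d at least 11.5-fold higher (adjusted p = 8.2e-05). All 3 measured members of the family rose from F91 to P173 and from P5 to P173 (3 and 3 when adjusted over the list alone; from P5, 2 without the trend with GC content, and each of these calls ended in 6 to 8 of 27 alternatives), and as a set against other miRNA (camera, adjusted p = 0.0043 from F91, 0.17 with an estimated correlation). miR-22-5p rose from 20.7 ± 17.9 to 242 ± 58.7 units (log2 change 4.57, standard error 0.95, adjusted p = 0.0076), and miR-10b, below background at F91, was at least 3.43-fold higher at P173 (adjusted p = 0.0059). Of the 10 falls from F91 to P173 picked by fitted log2 change among miRNA with a mean of at least 100 units at F91, 7 were miRNA of an imprinted region of chromosome 18 and 3 came from the miR-15b hairpin. mir-3431-p5, an arm of the miR-3431 hairpin, fell before birth, from 182 ± 13.1 to 32.3 ± 13.6 units (log2 change -2.56, standard error 0.50, adjusted p = 0.01). miR-126a-5p, an arm of the endothelial miR-126 hairpin, rose from 100 ± 95.6 to 2258 ± 243 units (log2 change 4.92, standard error 0.62, adjusted p = 0.0013) on a lengthened murine probe, while the exact bovine probe of that arm read below background at every age. Over the 4 ages together, 269 probes (8.70 % of 3091) passed the F-test, 229 of them among the study's 297, which were chosen on these arrays; they carry 157 names, and 19 are anonymous. Probes for AU-rich miRNA were brighter on the F140 arrays. There log2 values, as deviations from each probe's mean over the 12 arrays, changed by -0.32 ± 0.15 per 10 % of GC content (SD, n = 3) against 0.18 ± 0.36 at F91. With this trend taken out of each array, an alternative chosen after seeing the data, 51 of the 67 non-redundant probes higher at F140 than at F91 still rose. The count for F140 against F91 was 50, 80 or 89 without F140 replicate 1, 2 or 3 and 304, 89 or 97 without F91 replicate 1, 2 or 3. Without F91 replicates 1 and 3 and P173 replicate 2 together, the arrays with the most deviant GC trend, a choice made after seeing the data, it was 63 and that for P5 against F140 was 121; the lone F91 array left is assumed there to vary like the other groups. With the 2 ages of a contrast fitted alone, 9 probes differed between F91 and F140, 25 between F140 and P5, 46 between P5 and P173 and 91 between F91 and P173, and the calls of miR-22-5p, miR-10b, mir-3431-p5 and miR-126a-5p ended; that of mir-3431-p5 ended without F140 replicate 1 too. The F91 and F140 arrays of the same replicate number deviated together; with these ages alone and the number as a block 0 probes differed, and once the GC trend was taken out as well 93 did (58 higher and 35 lower at F140), miR-126a-5p and mir-3431-p5 among them.

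**Figure D2:**
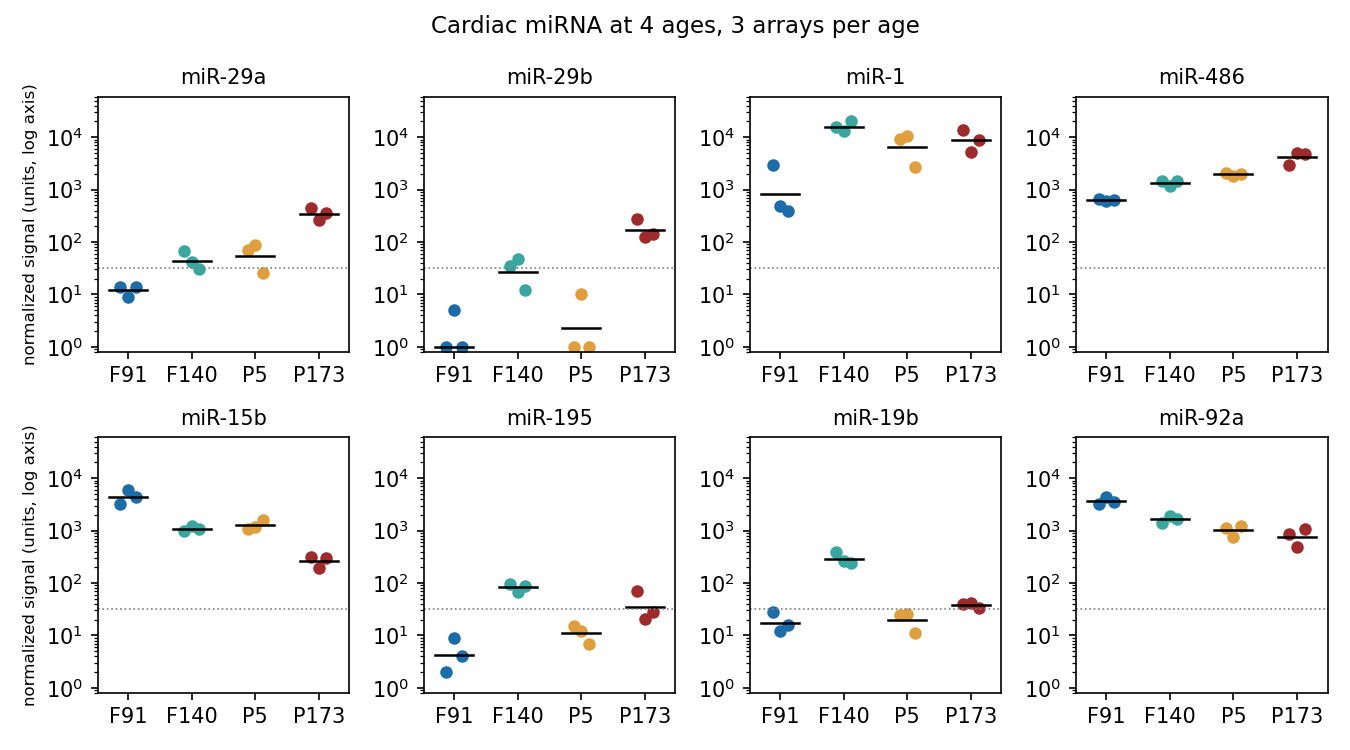
Normalised intensity (units, log axis) of miR-29a, miR-29b, miR-1, miR-486, miR-15b, miR-195, miR-19b and miR-92a at the 4 ages. Points are arrays, black bars are means of log2 values, the dotted line marks 32 units and values below 1 are drawn at 1. miR-29a goes from 12.3 units at F91 to 355 at P173, while miR-15b falls over the same span.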

The full analysis is presented in Additional file 1. The analysis clearly indicates that multiple miRNA are involved in cardiac development and age related functions, and suggests substantial complexity in the regulation of target gene expression orchestrating these developmental and physiological changes.

**Fig. 4:**
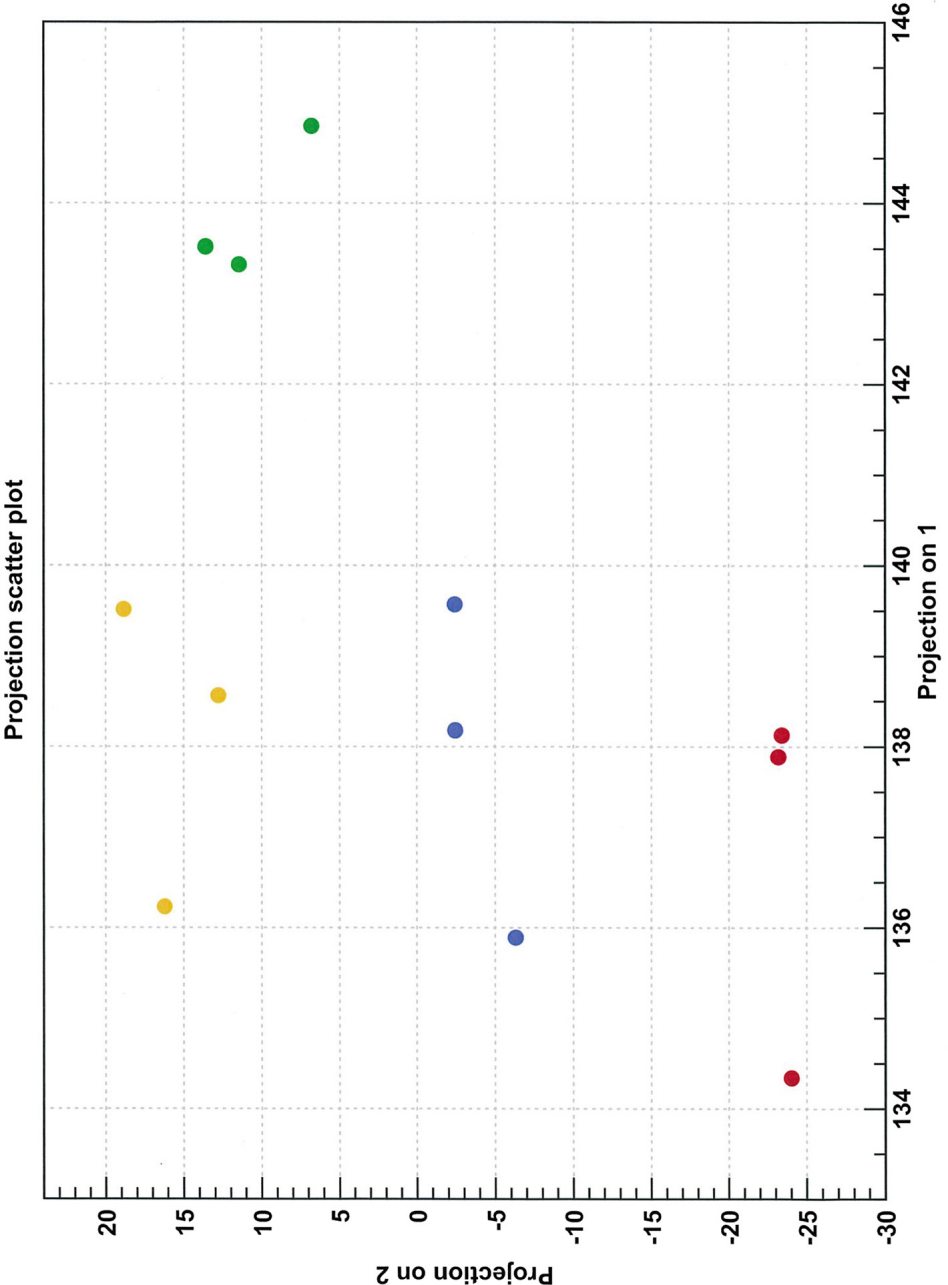
Principal Components Analysis of the miRNA microarray data. The data represented in a PCA plot show separation of the four developmental age groups and clustering of the biological replicates within these groups. Red, Fetal 91 days gestation; Green, Fetal 140 days gestation; blue, Postnatal 5 days; yellow, Postnatal 173 days

k-means clustering of the differentially expressed miRNA separated the developmental data into six discrete clusters (Fig. 5). This analysis posits that miRNA within a cluster have functions pertaining to the specific developmental transition represented by the cluster profile. 

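Some miRNA that share a family or a transcript lay in the same cluster of profiles, and others were split. miR-181a, miR-181b and miR-181c and all 5 miR-320 miRNA lay in Cluster 2, miR-29b and miR-29d in Cluster 1, miR-29a in Clusters 1 and 4 by its different probes, and miR-424 and miR-542-3p in Cluster 6, while miR-503 and miR-542-5p, of the same transcript, lay in Cluster 2. k-means with 6 clusters on the centred group means of log2 values put 296 of the 297 probes into the matching cluster of the study (adjusted Rand index 0.992). Clusters 1, 3, 4 and 6 held the same 35, 28, 91 and 23 probes as the study's, Cluster 2 held its 88 probes and 1 more, and Cluster 5 held 31 of its 32. The F-test over the 4 ages was passed by 35 probes of Cluster 1, 72 of Cluster 2, 18 of Cluster 3, 52 of Cluster 4, 30 of Cluster 5 and 22 of Cluster 6. The probes had been chosen for a difference between ages on these arrays, so the counts are not independent evidence of the profiles. The grouping depended on how dim values and sizes of change are treated: with values under 32 units set to 32 the index was 0.402, and with each profile divided by its SD it was 0.519, without a counterpart of Cluster 6.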

The largest clusters were 2 and 4 containing 88 and 91 probes, respectively (Additional file 1 and Table 2). The former cluster represented a progressive decline in overall signal with all developmental time points while the latter cluster represented a progressive increase of signal with development. 

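The decline in Cluster 2 began before birth, and the rise in Cluster 4 came in steps, before birth and after P5. In Cluster 2, 42 of the 88 probes were lower at F140 than at F91, 6 were lower at P5 than at F140 and none was lower at P173 than at P5, where 3 were higher. Over the whole span 57 were lower and none was higher. The miR-181 family, known from lymphocyte and muscle differentiation, was lower at P173 than at F91 in all 3 measured members (3 when adjusted over the list alone; camera, adjusted p = 0.0056, 0.20 with an estimated correlation). miR-181b read 992 ± 109.8 units (SD, n = 3) at F91 and 135 ± 31.7 at P173 (log2 change -2.90, standard error 0.33, adjusted p = 8.2e-05), and miR-181a fell by 1.98 on the log2 scale (standard error 0.29, adjusted p = 0.00059). Of the 5 members of the miR-320 family, 4 were lower at F140 than at F91 (5 when adjusted over the list alone; camera, adjusted p = 0.0095, 0.31 with an estimated correlation), but 2 with the GC trend taken out and 0 without the 3 arrays of most deviant GC trend, which leaves 1 F91 array. With the GC trend taken out the set passed only with the preset correlation of 0.01 (camera, adjusted p = 0.012, 0.40 with an estimated correlation). The correlation estimated for its members was 0.78, and 0.71 with the GC trend taken out, so they are far from independent. The log2 change of miR-320c hardly moved, from -1.04 (standard error 0.28, adjusted p = 0.044) to -1.03 (standard error 0.28, adjusted p = 0.051). miR-320a fell by 1.13 on the log2 scale (standard error 0.27, adjusted p = 0.026), and by 0.88 (standard error 0.27, adjusted p = 0.076) with the GC trend taken out. That call ended in 8 of 27 alternatives and with the 2 ages alone, with or without a replicate block. With the 2 ages and the block, the set of miR-320 miRNA passed only with the preset correlation (camera, adjusted p = 0.039, 0.68 with an estimated correlation). In Cluster 4, 27 of the 91 probes were higher at F140 than at F91, 1 was higher and 1 lower at P5 than at F140, 17 were higher at P173 than at P5, and 52 were higher at P173 than at F91. miR-486, abundant in muscle and in red blood cells, rose from 623 ± 26.5 to 4243 ± 1149 units (log2 change 2.73, standard error 0.26, adjusted p = 2.1e-05), while miR-451, another red blood cell miRNA, read 664 ± 710.3 and 1332 ± 1033 (adjusted p = 0.69). miR-193b read 71.7 ± 5.13 units at P5 and reached 521 ± 149.8 at P173 (log2 change 2.82, standard error 0.34, adjusted p = 0.0015), and the lymphocyte miRNA miR-150 rose from 73.3 ± 21.4 to 291 ± 5.51 units over the whole span (adjusted p = 0.0036). Of the 91 probes, 21 belong to the miR-378 family and 25 to entries whose sequences overlap tRNA, rRNA or other small RNA, such as miR-7977, which rose from 301 ± 102 to 828 ± 24.3 units (adjusted p = 0.0087), a call that ended with the 2 ages alone. Centred on each probe's mean, the log2 values of Cluster 2 averaged 1.02 ± 0.52 (SD over its probes) at F91, 0.12 ± 0.50 at F140, -0.48 ± 0.35 at P5 and -0.66 ± 0.44 at P173, and those of Cluster 4 -0.90 ± 0.54, 0.10 ± 0.45, 0.03 ± 0.52 and 0.77 ± 0.55. The clusters were formed on these arrays, so their directions are not independent evidence.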

Clusters 1, 3 and 6 (35, 28 and 23 probes, respectively) showed more complex developmental profiles that may reflect key developmental transitions in the myocardium and the indirect impacts of the major physiological and biochemical changes occurring after birth. In particular, these clusters are characterised by major transitions between the late gestation fetus at 140 days gestation and the lamb at 5 days after birth. 

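Clusters 1 and 6 hold miRNA that were high at F140, and Cluster 3 holds miRNA that were high at P5. Several muscle miRNA are in Cluster 1. Among these, miR-1 rose from 1285 ± 1479 units (SD, n = 3) at F91 to 16175 ± 3595 at F140 (log2 change 4.28, standard error 0.68, adjusted p = 0.0054) and read 7513 ± 4205 at P5 and 9346 ± 4162 at P173. miR-499, encoded in a myosin gene, rose from 1030 ± 1155 to 8634 ± 1139 units over the same step (log2 change 3.69, standard error 0.67, adjusted p = 0.0083). miR-208b, encoded in the gene of the slow (beta) myosin heavy chain, was below background at F91 and read 907 ± 602 units at F140, at least 24.3-fold higher (adjusted p = 0.0013), for the brightest of its probes. The rise of its exact rat probe was less stable. That call ended in 14 of 27 alternatives, and with the 2 ages, a replicate block and the GC trend taken out (adjusted p = 0.11). Of 7 muscle miRNA, 3 were higher and none was lower at F140 than at F91 (3 when adjusted over the list alone; 2 with the GC trend taken out). As a set they did not pass there (camera, adjusted p = 0.072, 0.31 with an estimated correlation). At P173 3 were higher than at F91 (4 over the list alone; camera, adjusted p = 0.015, 0.17 with an estimated correlation). In Cluster 6, miR-21, known from cardiac fibroblasts, rose from 126 ± 115 units at F91 to 899.7 ± 139 at F140 (log2 change 3.21, standard error 0.61, adjusted p = 0.0095), and miR-376c from 175 ± 137 to 945 ± 179 (adjusted p = 0.014). Of the 35 probes of Cluster 1, 34 were higher at F140 than at F91 and 30 were higher at P173 than at F91, and of the 23 of Cluster 6, 19 were higher at F140 than at F91 and none differed between P5 and P173 or between F91 and P173. In Cluster 3, 2 of the 28 probes were lower at F140 than at F91 and 2 were higher at P173 than at F91. The centred log2 values averaged -2.53 at F91, 1.98 at F140, -0.75 at P5 and 1.30 at P173 in Cluster 1, and -1.07, 2.73, -0.75 and -0.92 in Cluster 6. The sequences of Clusters 1 and 6 hold 37.2 % and 34.9 % GC on average and those of Cluster 3 59.1 %, and AU-rich probes were brighter on the F140 arrays. With the trend taken out, the probes past the F-test over the 4 ages went from 35 to 31 in Cluster 1. They went from 22 to 15 in Cluster 6 and from 18 to 17 in Cluster 3. miR-1 then rose by 3.15 and miR-21 by 2.68 on the log2 scale, both still past the test. The calls at F140 of miR-1, miR-499, miR-208b, miR-21 and miR-376c all ended with F91 and F140 fitted alone, with or without a replicate block, and passed with the block once the GC trend was taken out; those of miR-1, miR-499 and miR-133a at P173 ended with F91 and P173 alone. The clusters were formed on these arrays and are not independent evidence of these profiles.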

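From F140 to P5, miRNA of Clusters 1 and 6 fell and miRNA of Cluster 3 rose. At P5, 12 of the 35 probes of Cluster 1 and 10 of the 23 of Cluster 6 were lower, and 18 of the 28 of Cluster 3 were higher. A cluster of miRNA around miR-424, known to hold back the cell cycle, was part of the fall: miR-424 (probe bta-miR-424-5p) read 1788 ± 234 units (SD, n = 3) at F140 and 136 ± 46.5 at P5 (log2 change -3.77, standard error 0.60, adjusted p = 0.0089), after a rise from 135 ± 128 at F91 (log2 change 4.17, standard error 0.60, adjusted p = 0.0027). miR-542-3p of the same cluster fell from 65 ± 11.5 units to below background, at least 2.01-fold (adjusted p = 0.015). Of its 6 members, 2 were lower at P5 (6 when adjusted over the list alone; 3 with the GC trend taken out; camera, adjusted p = 0.0019, 0.25 with an estimated correlation) and none was higher, and 3 were higher at F140 than at F91 (4 over the list alone; camera, adjusted p = 0.012, 0.31 with an estimated correlation). miR-101 fell from 129 ± 21 units at F140 to below background at P5, at least 4.01-fold (adjusted p = 0.0089). Among the rises in Cluster 3, mir-2487-p5 went from 178 ± 57.3 to 1746 ± 483 units (log2 change 3.30, standard error 0.54, adjusted p = 0.0089) and miR-4448, whose entry overlaps other small RNA, from 1029 ± 862 to 8305 ± 2462 (log2 change 3.27, standard error 0.55, adjusted p = 0.01). mir-378f-p5 was at least 3.09-fold higher at P5, where it read 103 ± 33 units (adjusted p = 0.027). Few probes pass the test for this step, and single arrays decide how many. The count was 56 with all arrays, 4 without P5 replicate 3 and 8 without P5 replicate 1 or F140 replicate 1. It was 15 without F140 replicate 2, 24 without P5 replicate 2 and 34 without F140 replicate 3. Leaving out P173 replicate 3 or 2 gave 35 or 37, and leaving out F91 replicate 1 or 3 gave 128 or 89. Leaving out 1 array ended the calls of miR-424 (P5 replicate 3), of miR-542-3p (F140 replicates 1 and 2, P5 replicates 1 and 3), of miR-101 and mir-2487-p5 (F140 replicate 1, P5 replicates 1 and 3), of miR-4448 (F140 replicates 1 and 2, P5 replicates 1 and 3) and of mir-378f-p5 (7 of the arrays). The 2 ages fitted alone ended the calls of miR-542-3p, miR-4448 and mir-378f-p5 and the rise of miR-424 at F140, which passed with a replicate block once the GC trend was taken out. With the block alone the set around miR-424 passed at F140 only with the preset correlation (camera, adjusted p = 0.019, 0.68 with an estimated correlation).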

Cluster 5 showed a profile characterised as a small continuous decline until 5 days after birth followed by a more substantial decline to 173 days after birth.

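Cluster 5 holds miRNA that were high in the fetus and lowest in the oldest sheep, and 29 of its 32 probes were lower at P173 than at F91. Of these 32 probes, 7 were lower at F140 than at F91, none differed between F140 and P5, and 20 were lower at P173 than at P5. miR-214, a miRNA of fibroblasts and developing muscle, read 7475 ± 2449 units (SD, n = 3) at F91, 1988 ± 785 at F140, 2012 ± 320.4 at P5 and 576 ± 28.6 at P173. It fell by 3.65 on the log2 scale over the whole span (standard error 0.31, adjusted p = 7.7e-06) and by 1.79 after P5 (standard error 0.31, adjusted p = 0.012). The centred log2 values of the cluster averaged 1.36 ± 0.60 at F91 (SD over its probes), 0.66 ± 0.65 at F140, 0.22 ± 0.28 at P5 and -2.24 ± 0.65 at P173. The cluster was formed on these arrays and is not independent evidence of this profile. With values under 32 units set to 32, the matching k-means cluster held 83 probes, of which 7 were among these 32. Over the whole array, the count of probes that differ between P5 and P173 was 49 with all arrays. It was 12, 13 or 18 without P5 replicate 2, 1 or 3, 18 without P173 replicate 1 or 2, 75 without F91 replicate 1 and 76 without P173 replicate 3. The call of miR-214 after P5 ended without P5 replicate 1 or 2 and without P173 replicate 1 or 2.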

**Fig. 5:**
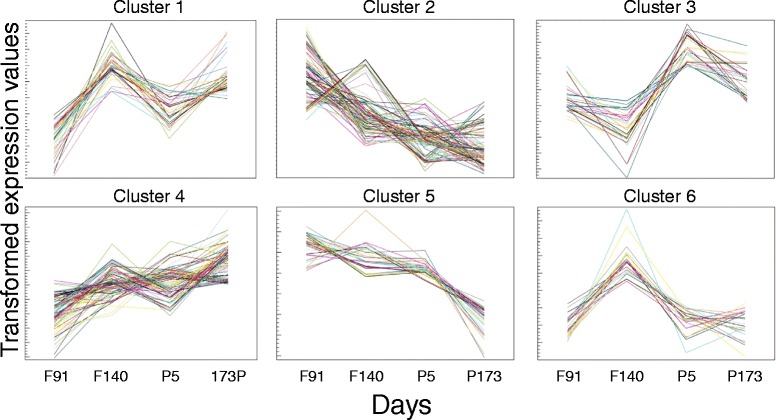
k-means clustering of the differentially expressed miRNA. miRNA were grouped into co-expression clusters using k-means clustering. A summary of non-redundant miRNA present in each k-means cluster can be found in Table 2. *F* Fetal, *P* Postnatal, *d* age in days

**Table 2:** Summary of nonredundant miRNA present in each k-means cluster

Cluster number	miRNA^a^
1	miR-29a-3p; miR-29b; miR-1-1-5p; miR-1-2-5p; miR-142-3p; miR-499b-3p; miR-101; mir-2284z-6-p3; miR-6412; mir-2284z-5-p5; miR-499-5p; miR-499; miR-499b-5p; miR-1; miR-451; miR-126a-5p; miR-6119-5p; miR-10b; miR-1-5p; **miR-195**; miR-140-5p; miR-29d-3p; miR-29a; miR-101c; miR-208b
2	mir-3431-p3; miR-433-3p; mir-3431-p3; mir-3431-p5; miR-503-5p; miR-324; miR-542-5p; miR-382-3p; miR-181a-2-3p; miR-3431; miR-324-3p; miR-362-5p; miR-362; miR-181b-5p; miR-181b; miR-106b-3p; mir-181b-2-p3; miR-204; **miR-199a**-5p; miR-484; miR-155; miR-20b; miR-1343-3p; miR-224; miR-132-3p; miR-106a; mir-99b-p5; miR-99b; miR-17-5p; miR-93; mir-466i-p5; miR-16a; miR-16b; **miR-16-5p**
3	miR-2137; mir-1285-p5; mir-6323-p5; PC-5p-51320_64; miR-1973; mir-1973-p3; miR-4792; mir-4485-p5; mir-940-p5; miR-4448; miR-671-5p; mir-2487-p5; miR-1835; mir-4419a-p5; mir-1246-p5; mir-218-1-p5; miR-122; mir-466b-2-p3; mir-378f-p5; mir-4426-p3
4	miR-145; miR-133b; miR-378; **miR-133a**; miR-378c; miR-378b; miR-133; miR-378d; miR-24; miR-24-3p; mir-7641-1-p5; miR-133b-3p; miR-378f; miR-378i; mir-7641-1-p3; miR-27b; miR-133c; miR-1260b; miR-1260; miR-185; miR-708; miR-30b-3p; miR-7977; mir-5100-p5; miR-5100; mir-708-p5; miR-4454; miR-486; miR-30c-1-3p; miR-150; mir-4454-p5; mir-5100-p3; miR-1386; mir-6240-p3; miR-345-5p; mir-4454-p3; miR-193b; miR-22-3p; miR-1386; mir-2285 m-3-p5; miR-193a-3p; miR-486-5p; miR-22-5p; **miR-497**; mir-2285 k-3-p5; miR-29a; miR-34
5	miR-543-3p; miR-3959-3p; miR-3958-3p; miR-154b; miR-154b-5p; miR-493-5p; miR-432; miR-485-3p; miR-380-3p; miR-324-5p; miR-154a-3p; mir-324-p5; miR-379-3p; miR-382-5p; miR-411b-3p; miR-409-3p; miR-411a-3p; miR-379-5p; miR-487b-3p; miR-329a-3p; miR-329b-3p; **miR-15b**; miR-127; mir-15b-p3; miR-15b-5p; miR-130a; miR-214; mir-376d-p3; miR-410
6	miR-542-3p; mir-2284f-p3; miR-322-5p; miR-376c-3p; miR-369-3p; miR-376d; miR-376e-3p; let-7a-p3; miR-424-5p; miR-218a; miR-144-3p; miR-20a-5p; miR-21; miR-21a-5p; miR-374a; miR-19b; miR-301a; miR-450b; miR-499-3p; miR-208b

^a^All species identifiers were removed. Fourteen anonymous probes beginning with the designation ‘PC’ were excluded, but can be found with species identifiers in Additional file 1.^b^ miRNA included in the targeted qRT-PCR investigatation highlighted in bold.

In general, the patterns of the miRNA measured by qRT-PCR were consistent with the cluster profiles. miR-133a was present in Cluster 4 and displayed the same pattern of expression in both qRT-PCR and microarray analysis. miR-15 family members miR-15b, miR-16, miR-195 and miR-497 were identified in Clusters 5, 2, 1 and 4, respectively. miR-199a was identified in Cluster 2 and the expression pattern of miR-590 did not allow its inclusion in any cluster.

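On the arrays the members of the miR-15 family moved apart, miR-133a was brightest at P173 and miR-590 was not detected above background at any age. miR-133a, a muscle miRNA, read 5686 ± 1996 units (SD, n = 3) at F91 and 10561 ± 975 at P173. miR-15b read 4463 ± 1351 units at F91 and 272 ± 69.1 at P173, and miR-16 10515 ± 546 and 4555 ± 1704. miR-195 was below background at F91 and read 40 ± 27.1 units at P173, and miR-497 30.7 ± 3.79, with not every array above background. miR-199a-5p read 315 ± 199 units at F91 and 131 ± 37.3 at P173. Over the 4 ages the F-test gave an adjusted p of 4.5e-05 for miR-15b, 0.005 for miR-195, 0.027 for miR-199a-5p, 0.043 for miR-16, 0.086 for miR-133a and 0.091 for miR-497. Of the probes above background, 3 of the 5 of miR-133a are in Cluster 4, 3 of the 3 of miR-199a-5p in Cluster 2 and none of the 4 of miR-199a-3p in any cluster. All 3 probes of miR-16 are in Cluster 2, both of miR-15b in Cluster 5, and miR-195 and miR-497 have 1 probe each, in Clusters 1 and 4. None of the 8 probes of miR-15a, another member of the family, is in a cluster.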

miRNA are often genomically positioned in groups on chromosomes and we therefore investigated whether any of the miRNA clusters were associated with specific chromosomal regions. 

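Many miRNA of the imprinted region on OAR18 between BEGAIN and DIO3 were abundant in the fetal left ventricle and had fallen to a small part of that level at P173. Of 54 miRNA of the region, 17 were lower at P173 than at F91 and none was higher (27 lower when adjusted over the list alone), and 12 were lower at P173 than at P5 (24 over the list alone). The count against F91 was 12 with values under 32 units set to 32, and 21 with the GC trend taken out. miR-432 read 878 ± 86.3 units (SD, n = 3) at F91 and 23.7 ± 10.5 at P173 (log2 change -5.31, standard error 0.42, adjusted p = 4.4e-06). miR-127, which is processed from the strand opposite RTL1, read 1484 ± 273 and 139 ± 53.7 units (log2 change -3.47, standard error 0.33, adjusted p = 2.1e-05), and miR-411a 563 ± 167 and 33.3 ± 3.79 (log2 change -4.03, standard error 0.35, adjusted p = 7.7e-06). The other miR-411a probe with a mean of at least 32 units did not fall over this span and did not pass the test. miR-493 was below background at P173, at least 11.2-fold lower than at F91 (adjusted p = 3.8e-05). In Cluster 5, 21 of the 29 names (72.4 %) and 24 of the 32 probes were matched to the region by name. In the other clusters 6 of 172 names (3.49 %) were (Fisher's exact test, two-sided, p = 6.3e-17). That test treats the names as independent, which they are not. They include both arms of the same hairpin, as for miR-379, and neighbours within the region, so its p-value cannot be taken at face value. The match left out mir-376d-p3 of Cluster 5, an arm of the miR-376d hairpin of the region, so the counts for Cluster 5 are lower bounds. Cluster 5 was formed on these arrays, so its makeup is not independent evidence that these miRNA fall together. The sheep annotation at hand is of the ARS-UI_Ramb_v3.0 assembly and not of OAR_c3.1, so it was used for names and neighbours only: 55 miRNA genes lie between BEGAIN and DIO3 on chromosome 18, and the 54 miRNA are among them by symbol.

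**Figure D3:**
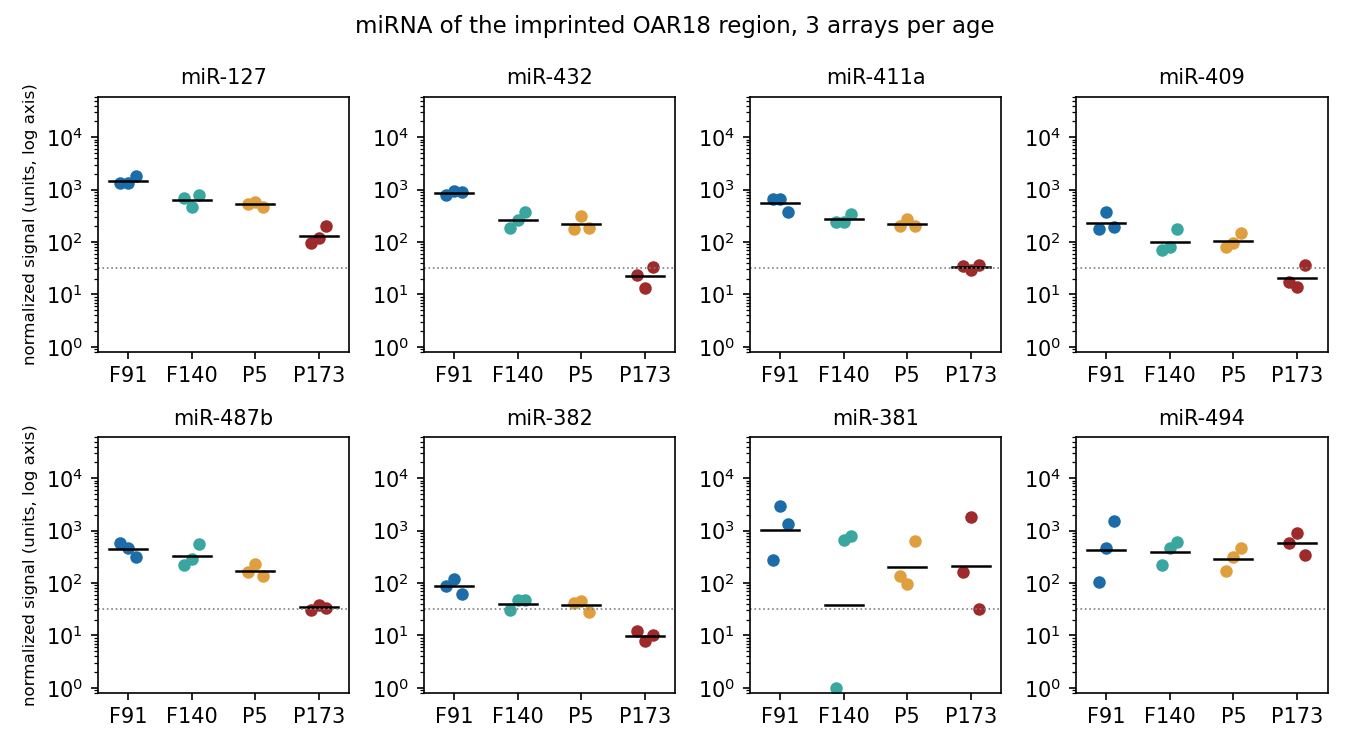
Normalised intensity (units, log axis) of 8 miRNA of the OAR18 region at the 4 ages. Points are arrays, black bars are means of log2 values, the dotted line marks 32 units and values below 1 are drawn at 1. miR-127, miR-432, miR-411a, miR-409, miR-487b and miR-382 are lower at P173 than at F91, and miR-381 and miR-494 did not pass the test.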

By mapping the miRNA to ovine chromosomes (UCSC Genome Browser; OAR_c3.1 sheep assembly [38]), we determined that Cluster 5 was strongly overrepresented by miRNA (83 % of all miRNA in Cluster 5) associated with a large and complex group of miRNA in a 250 kb region located toward the telomeric end of OAR18 (Fig. 6). The broader 1.1 Mb region encompassing the protein encoding genes *BEGAIN* to *DIO3* is imprinted and the miRNA within this region are maternally expressed [39–41]. The biological and molecular roles of these miRNA are unclear.

**Fig. 6:**
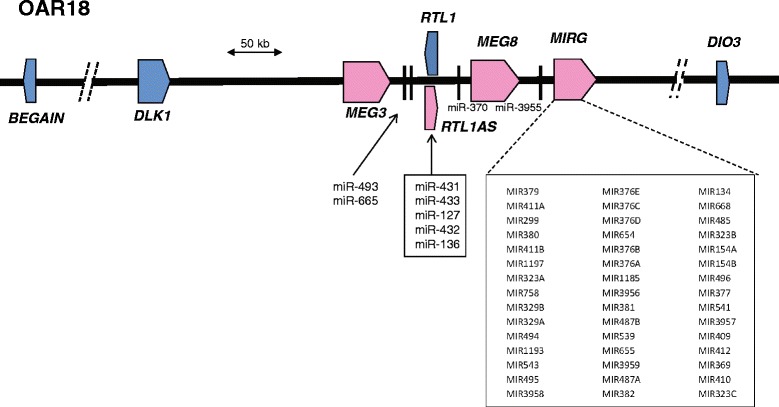
Schematic representation of an imprinted genomic segment on the telomeric arm of ovine chromosome 18. The genomic region highlights multiple miRNA many of which were identified as differentially expressed in Cluster 5. Blue, paternally expressed protein encoding genes. Pink, maternally expressed noncoding RNA. The central region contains a number of maternally expressed miRNA including a large cluster designated *MIRG. MEG8* contains a large cluster of snoRNA while *MEG3* is a long noncoding RNA. *RTL1AS* transcribes a noncoding RNA containing five miRNA, which are known to cause RISC mediated cleavage of the sense protein encoding gene *RTL1*. All maternally expressed genes are transcribed in the same direction

To identify putative mRNA targets for the miRNA, a non-redundant set of miRNA corresponding to each k-means cluster (filtered for removal of low expression miRNA) was used for mRNA target prediction using MiRWalk. 

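The miRNA bright enough to enter a target prediction were most numerous in the clusters that fell or rose over the whole span. With names without species prefix and a mean of at least 100 units over the 12 arrays, Cluster 2 keeps 48 of its 62 names and Cluster 4 keeps 37 of 46. Cluster 5 keeps 15 of 29, Cluster 1 keeps 11 of 25, Cluster 6 keeps 10 of 20 and Cluster 3 keeps 8 of 19. Muscle miRNA such as miR-1 and miR-499 are among the bright names of Cluster 1, and miR-29b, with age means of 2, 31.7, 4 and 180 units, is among those left out. The names were counted with both arms of a hairpin apart, and anonymous probes were not counted.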

The strategy undertaken was highly conservative as MiRWalk was chosen to include a consensus of at least seven of ten different miRNA target prediction methods [42]. The numbers of unique target mRNAs for the six miRNA clusters were 1050, 1034, 914, 963, 989 and 1292, respectively. Enriched Gene Ontology (GO) terms and KEGG pathways were then identified using DAVID [43] (Fig. 7; FDR corrected *P* < 0.05 and limited to a maximum of the five top ranked pathways). The full KEGG pathway analysis and the enriched GO categories Biological Process, Cellular Component and Molecular Function for each cluster are listed in Additional file 2.

**Fig. 7:**
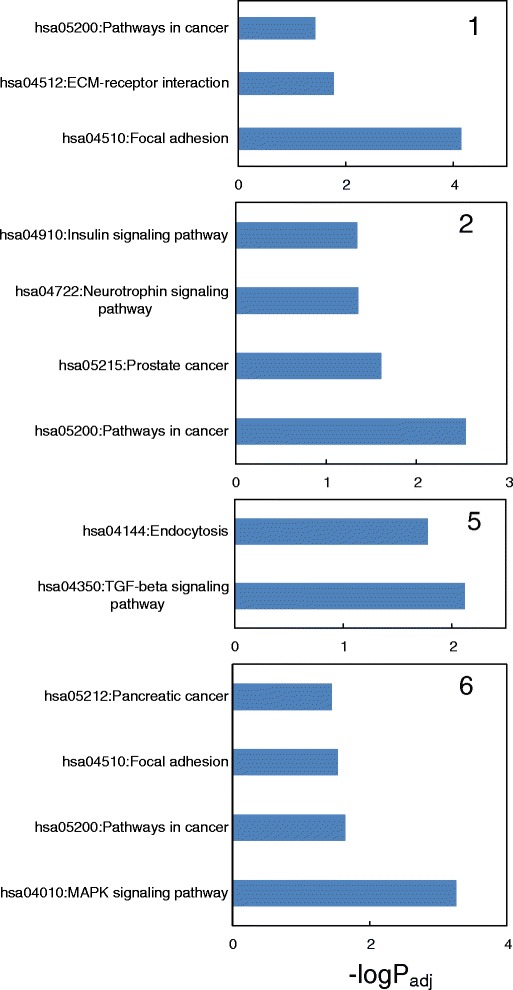
Representations of enriched KEGG pathways for predicted target genes associated with each k-means cluster. DAVID was used to identify enriched KEGG pathways [43]. An FDR adjusted *P-value* <0.05 was considered significant. The top ranked five pathways are shown. Clusters 3 and 4 did not produce any significantly enriched KEGG pathways. Each cluster is identified by a number. FDR corrected *P*-values are shown on a –log_10_ scale (significance cut-off >1.3). Full data for enriched KEGG pathways and the three GO categories Biological Process, Cellular Component and Molecular Function are listed in Additional file 2

Cluster 1 was strongly associated with an extracellular matrix theme in the enriched KEGG pathway and GO Cellular Component (CC) analyses. There was also a theme related to regulation of transcription revealed by the GO Biological Process (BP) and Molecular Function (MF) categories. KEGG pathway analysis for Cluster 2 showed enrichment for *proliferative activity* and *insulin signalling* while *regulation of transcription* was a common theme in the GO BP and MF analyses. GO BP showed enrichment for aspects of macromolecule metabolism and biosynthesis. Cluster 3 showed enrichment for *protein transport* (GO BP) and *synapse* (GO CC), the latter possibly indicative of innervation changes. Cluster 4 was associated with *regulation of transcription* (GO BP and MF), *regulation of biosynthetic processes* (GO BP) and *neuron projection* (GO CC). Enrichment for the *TGFβ pathway* was linked with Cluster 5 as well as regulation of *phosphate metabolic processes* (GO BP), *Golgi* (GO CC) and *regulation of transcription* (GO MF). Cluster 6 showed mixed themes including *MAPK signalling* and *extracellular matrix* (KEGG), *regulation of transcription* (GO BP and MF) and *Golgi* (GO CC). Importantly, Clusters 1, 2 and 6 contained enriched pathways that have been associated with “*cancer*”, which likely reflect aspects of cell proliferation, while Clusters 1, 2 and 4–6 contained enrichment for terms associated with *transcription factor regulation*, which also may reflect transcriptional regulation of cardiomyocyte proliferative activity.

## Discussion

This study is the first to analyse the expression of miRNA in a mammalian model (sheep) where, as in humans, cardiomyocyte quiescence occurs *in utero.* The current study highlights species specific differences and some similarities in the expression patterns of specific miRNA previously implicated in the regulation of cardiomyocyte proliferation and regeneration in rodents and zebrafish. The interpretation of miRNA and target gene developmental profiles in different species may be complex. First, the sheep and rodent models of cardiac development are inherently different in terms of the timing of cardiomyocyte quiescence and moreover the latter models are potentially confounded by superimposition of developmental changes with large scale postnatal metabolic changes and cardiomyocyte hypertrophy. Second, some miRNA target genes may vary in the sequence of their potential miRNA recognition sites leading to changes in the binding affinity and stoichiometry of miRNA with target genes. This could generate altered molecular processes regulating similar developmental processes in a species specific manner. Third, changes in miRNA abundance may impact other related miRNA through direct competition for target mRNA. The use of a miRNA microarray in combination with targeted analyses in the sheep model has revealed enrichment for clusters of miRNA belonging to functional categories possibly associated with cardiomyocyte proliferation/quiescence such as ‘*proliferative activity’* and ‘*cancer’* (which is characterised by cell proliferation) and provided broad insight into the program of cardiac development in a large mammal where cardiomyocyte quiescence occurs during late gestation, similar to human and unlike rodents and zebrafish.

### Identification of miRNA with expression profiles consistent with involvement in inhibition of cardiomyocyte proliferation in sheep

Cardiomyocyte quiescence is observed in sheep from 0.75 of gestation [32] and only ~1 % of cardiomyocytes are in the cell cycle near term [33]. miRNA that are key inhibitors of cardiomyocyte proliferation would likely fall predominantly into miRNA Cluster 4 or possibly 1 and 3, since their expression patterns increase with age. Consistent with this view, miRNA implicated in rodent cardiomyocyte quiescence, miR-133a, miR-497 and miR-195, were identified in Clusters 4, 4 and 1, respectively, from the miRNA microarray analysis. In particular, miR-133a, the highly abundant cardiac miRNA implicated in regulation of cardiomyocyte proliferation in zebrafish [7] and mice [17], was confirmed by qRT-PCR and microarray analysis as increasing with developmental age in sheep. 

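miR-195 rose from a level below background, miR-497 had a mean below 32 units at every age and miR-133a was bright throughout. miR-195 read 5 ± 3.61 units (SD, n = 3) at F91 and 84.3 ± 15.8 at F140, at least 2.61-fold higher (adjusted p = 0.0055), then 11.3 ± 4.04 at P5, and was at least 1.09-fold higher at P173 than at F91 (adjusted p = 0.016). miR-497, which lies beside miR-195 in the genome, read 6.67 ± 5.69, 27.3 ± 9.29 and 18.7 ± 1.53 units at F91, F140 and P5 and 30.7 ± 3.79 at P173; it passed the test at P173 against F91 (adjusted p = 0.041), a call that 16 of the 26 alternatives with a value end, but at this level no rise can be told from background. The miR-195 call at P173 ended without P173 replicate 1 and in 4 other alternatives, and both miR-195 calls ended with the 2 ages alone, that at F140 also with a replicate block. The paper reasons that key inhibitors of cardiomyocyte proliferation would likely fall mainly into Cluster 4, or possibly 1 and 3, whose patterns rise with age, and states that miR-133a, miR-497 and miR-195 were found in these.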

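miR-133a was bright in the sheep heart at every age, and it was higher at P173 than at F91. The ovine probe read 6629 ± 699 units (SD, n = 3) at F140 and 9102 ± 466 at P5, and its log2 change from F91 to P173 was 0.94 (standard error 0.25, adjusted p = 0.037). None of the steps between neighbouring ages passed the test: the log2 change was 0.27 from F91 to F140, 0.46 from F140 to P5 and 0.21 from P5 to P173. Of its 5 probes above background, 3 were higher at P173 than at F91 and none was lower. The related miR-133b read 10521 ± 1428 units at F91 and 15332 ± 1918 at P173, which did not pass the test (adjusted p = 0.2); a second of its probes, a sequence variant, did. The call of the ovine miR-133a probe is a close one: it ended in 15 of 27 alternatives, among them leaving out any single array but F91 replicate 2, and with F91 and P173 alone.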

The role of miR-133a as a suppressor of cardiomyocyte proliferation is supported by both miR-133a double-knockout (miR-133a-1/miR-133a-2) mouse studies showing that miR-133a is essential for regulating cardiomyocyte proliferation and normal heart development [17], and zebrafish studies, where miR-133a was significantly reduced in regenerative/proliferative cardiac tissue [7]. The increased abundance of miR-133a coincided with the decreased expression of one of its gene targets, *IGF1R*. The IGF1R signalling pathway is an important regulator of cardiac development [25] and stimulates cardiomyocyte proliferation [24]. The current investigation is the first to highlight a potential link between miR-133a and *IGF1R* in the regulation of cardiomyocyte proliferation in a large mammal. However, the expression of other miR-133a target genes (identified in other species) that are pro-proliferative [7, 17–20], either increased in postnatal life (*SRF*, *CCND2*, *PGAM1* and *GJA1*) or did not change with age (*CTGF*) in the sheep. These observations suggest that these genes are not target genes for miR-133a in sheep or that there are additional contributors to cardiomyocyte quiescence that counter the effects of these pro-proliferative genes. Additional limitations associated with cross species comparative analyses of miRNA function are listed in the Methods section.

Although the miR-15 family has been implicated in regulation of cardiomyocyte proliferation in rodents [12, 27], there was remarkable variation in the expression profiles for the family members, being represented in Clusters 1, 2, 4 and 5. 

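The miR-15 family, known to repress cell cycle genes, did not move as one in the ovine heart. miR-15b and miR-16 were lower at P173 than at F91, miR-195 was higher, miR-497 passed the test near background, and miR-15a did not pass it (2 higher and 2 lower of 5, also when adjusted over the list alone). miR-15b fell before birth, to 1101 ± 117 units (SD, n = 3) at F140 (log2 change -1.98, standard error 0.31, adjusted p = 0.0046), read 1303 ± 287 at P5, and fell again to P173 (log2 change -2.27, standard error 0.31, adjusted p = 0.0018). Over the whole span it fell by 4.03 on the log2 scale (standard error 0.31, adjusted p = 4.3e-06). miR-16 read 7481 ± 1128 units at F140 and 8716 ± 501 at P5, and fell by 1.29 from F91 to P173 (standard error 0.29, adjusted p = 0.013). miR-15a was brightest at F140, where it read 516 ± 88.3 units against 85 ± 91.7 at F91 (log2 change 3.26, standard error 0.75, adjusted p = 0.024), and read 110.3 ± 65.1 at P173. The paper's qRT-PCR gives it and miR-195 as lowest at F140, but was relative to reference miRNA and covered more animals and ages than the arrays. The rise of miR-15a at F140 ended without F91 replicate 2 or 3 and without any single array of F140. With the 2 ages alone, the calls of miR-15a and miR-15b at F140 (with or without a replicate block) and of miR-16 at P173 ended.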

Since these family members have highly similar target mRNA, it is difficult to interpret the relevance of individual family members in regulating cardiomyocyte proliferation. One possibility is that the different expression patterns represent fine tuning of the ratio of this miRNA family to target mRNA at different development ages. The expression profiles of miR-15 family target mRNA (*CHEK1*, *CDC2A*, *BIRC5* and *SPAG5*) were consistent with decreased cardiomyocyte proliferation perhaps representing their specific roles in cell cycle regulation. The current findings in sheep however suggest that the miR-15 family may not be pivotal or direct regulators of the specific decrease in cardiomyocyte proliferation that occurs in late gestation and in early postnatal life in sheep.

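miR-145, a miRNA of vascular smooth muscle, showed no change that passed the test over the 4 ages. The bovine probe, the one listed in Cluster 4, read 3539 ± 152 units (SD, n = 3) at F91, 2942 ± 310.4 at F140, 2713 ± 117 at P5 and 3707 ± 518 at P173. Its log2 change from F91 to P173 was 0.06 (standard error 0.22, adjusted p = 0.94), and the F-test over the 4 ages gave an adjusted p of 0.49. The array holds 33 probes of miR-145 and its variants above background, of which 1 is in a cluster and none was higher or lower at P173 than at F91. miR-143, processed from the same transcript, read 2448 ± 1208 and 2189 ± 589 units at these ages (adjusted p = 0.97).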

While the exact role of each miRNA in Cluster 4, 1 and 3 is yet to be defined, it is noteworthy that miR-145, which has been implicated as an inhibitor of cell proliferation by down-regulating *IGF1R* in bladder cancer cells [44] and other cancers [45–47], was present in Cluster 4. Further analysis into the functional role of each miRNA identified in these clusters is required in order to determine which miRNA have a role in developmental cardiomyocyte quiescence.

### Identification of miRNA that may promote cardiomyocyte proliferation in sheep

In sheep, miRNA that have been previously identified as key promoters of proliferation in rodents are predicted to have decreased expression with age and therefore reside in Clusters 2, 5 or 6. miR-199a, which has been shown to stimulate proliferation in cultured rat cardiomyocytes [13] was identified in Cluster 2, however, further analysis using qRT-PCR demonstrated that miR-199a peaked around birth, then decreased into postnatal life to the level of that seen at 91 days gestation. Furthermore, the expression pattern of pro-proliferative miR-590 [13] did not allow its inclusion in any cluster and qRT-PCR demonstrated a similar expression at all ages. 

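miR-199a was brightest in the near-term fetus on the arrays and dimmest at P173. miR-199a-5p read 560.3 ± 49.1 units (SD, n = 3) at F140 and 167 ± 66.8 at P5, and miR-199a-3p read 1206 ± 1126, 2530 ± 633, 1019 ± 425 and 466 ± 143 at the 4 ages. From F91 to P173 the log2 change of miR-199a-5p was -1.10 (standard error 0.45, adjusted p = 0.21), which did not pass the test, nor did that of miR-199a-3p (adjusted p = 0.39). The steps from F91 to F140 (log2 change 1.03 for miR-199a-5p, adjusted p = 0.26) and from F140 to P5 (-1.81, adjusted p = 0.061) did not pass it either. None of the probes of either arm above background differed between F91 and P173.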

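miR-590 could not be followed on the arrays, because neither arm rose above background. miR-590-3p read at most 14 units, on F140 replicate 2, and miR-590-5p at most 13, on the same array. A change in either arm below 32 units would not be seen at this background.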

Considering the varied expression of their target genes, the outcomes of the present study suggest that miR-199a and miR-590 are not major regulators of developmental cardiomyocyte quiescence in sheep.

The roles of every miRNA in Clusters 2, 5 and 6 have not been identified, however, some miRNA in these clusters have been involved in aspects of the regulation of cell proliferation in other species. Recent studies have implicated the miR-17-92 group as an important regulator of cardiomyocyte proliferation and capable of stimulating previously quiescent, adult mice cardiomyocytes [48]. There are six members of the miR-17-92 group, which includes miR-17, miR-18a, miR-19a, miR-20a, miR-19b-1 and miR-92a-1. 

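The 6 miRNA of the miR-17-92 transcript, which promotes proliferation in many tissues, took different courses in the sheep heart. miR-92a was brightest at F91, at 3732 ± 622 units (SD, n = 3), read 1676 ± 237 at F140 and 1046 ± 248 at P5, and was lower at P173, at 811 ± 304 (log2 change -2.27, standard error 0.32, adjusted p = 0.00051). miR-17 peaked at F140: it read 321 ± 148 units at F91, 643 ± 127 at F140, 198 ± 56.5 at P5 and 157 ± 46.7 at P173, and the fall from F140 to P5 passed the test (log2 change -1.72, standard error 0.39, adjusted p = 0.041). miR-19b was below background at F91 and P5 and read 299 ± 85.2 units at F140, at least 9.11-fold higher than at either age (adjusted p = 0.0013 against F91 and 0.0031 against P5). miR-20a read 216 ± 169, 466 ± 103, 111 ± 52.5 and 108 ± 33.7 units, with an adjusted p of 0.043 over the 4 ages and no single step past the test. miR-18a stayed below background at every age, and miR-19a read 26.7 ± 14 units at F140 and was below background at the other ages. Of the 6, 1 was higher at F140 than at F91 (3 higher and 1 lower when adjusted over the list alone), 2 were lower at P5 than at F140 (4 over the list alone; camera, adjusted p = 0.0039, 0.25 with an estimated correlation) and 1 was lower at P173 than at F91 (1 over the list alone). The paralogous miR-106a-363 and miR-106b-25 transcripts also fell in part: 2 of their 7 miRNA, miR-25 and miR-93, were lower at P173 than at F91 and none was higher (5 lower over the list alone; camera, adjusted p = 0.027, 0.36 with an estimated correlation). The miR-93 call ended without a variance trend and with F91 and P173 alone (adjusted p = 0.10). miR-25 fell from 3649.7 ± 216 to 1062 ± 47.2 units (log2 change -1.78, standard error 0.23, adjusted p = 0.00025). The fall of miR-17 after F140 is a close call that ended in 14 of 27 alternatives, among them leaving out any single array but F91 replicates 1 and 3, and with F140 and P5 alone. The miR-19b call against F91 held with F91 and F140 alone, ended with a replicate block added (adjusted p = 0.082) and passed again once the GC trend was taken out too (adjusted p = 0.015).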

In the present study, miR-17 and miR-92 were in Cluster 2 (increased with age), which suggests a potential role of these miRNA in the inhibition of cardiomyocyte proliferation in late gestation, however, miR-20a and miR-19b were in Cluster 6 (peaked before birth, but then decreased into postnatal life) and the expression of miR-18a and 19a did not change with age. Thus, the specific roles of miRNA in the miR-17-92 group in regulating cardiomyocyte quiescence are unclear.

### The developmental regulation of an imprinted miRNA cluster during heart development

The present study has allowed us to isolate the period when most cardiomyocytes lose the ability to proliferate from other cellular processes, such as hypertrophy, that are upregulated after birth. 

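The fall of the OAR18 miRNA came mostly after P5, and not all of them passed the test. From F91 to P173 the change was negative in 49 of the 54 and positive in 5, and 37 read at least 32 units on an array of any age. miR-380 read 552 ± 47.9 units (SD, n = 3) at F91, 211 ± 5.29 at F140, 166 ± 23.7 at P5 and 22.3 ± 11.7 at P173, and after P5 it fell by 3.01 on the log2 scale (standard error 0.39, adjusted p = 0.0015). miR-487b read 454 ± 133, 359 ± 183, 177 ± 47 and 34.3 ± 3.51 units. From F91 to F140, 2 members fell (miR-127 and miR-432) and 3 rose, the AU-rich miR-369, miR-376b and miR-376c, of which miR-369 and miR-376c are in Cluster 6 (4 higher and 7 lower when adjusted over the list alone; 1 higher and 5 lower with the GC trend taken out), and from F140 to P5 none differed, also over the list alone. miR-494 read 709 ± 749 units at F91 and 621 ± 286 at P173, and miR-381 1502 ± 1319 and 667 ± 989; neither passed the test. As a set against other miRNA, the 30 members above background on at least 3 arrays were lower at P173 than at P5 (camera, adjusted p = 2.7e-13, 0.093 with an estimated correlation, and 0.037 with it and the GC trend taken out) and than at F91 (camera, adjusted p = 7.6e-10, 0.17 with an estimated correlation). A fibroblast miRNA, miR-214, fell over the same span, while miR-21, another, had a log2 change of 0.61 (standard error 0.61, adjusted p = 0.68). The rises of miR-369 and miR-376b ended with the GC trend taken out. For miR-369 the log2 change went from 3.50 (standard error 0.76, adjusted p = 0.019) to 2.19 (standard error 0.78, adjusted p = 0.13). miR-376b, below background at F91, was at least 2.19-fold higher at F140 (adjusted p = 0.026, 0.057 with the trend out), and its change moved by less than its standard error. The rise of miR-376c ended without F140 replicate 1 or 3 or F91 replicate 2. The fall of miR-127 at F140 (log2 change -1.22, standard error 0.33, adjusted p = 0.047) ended in 18 of 27 alternatives, the GC trend taken out among them (-0.87, standard error 0.33, adjusted p = 0.16), and that of miR-432 in 7; with F91 and F140 alone, with or without a replicate block, all 5 of these calls ended.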

Cluster 5 was particularly enriched for miRNA derived from an imprinted locus located on the telomeric end of OAR18 in sheep (Fig. 6). The syntenic region is conserved in placental mammals and it contains a large cluster of maternally expressed miRNA that may have complex roles in the cis- and trans-regulation of expression of genes within the broader imprinted ~1.1 Mb region or direct involvement in the maintenance of the imprinting status of the locus [39, 40, 49, 50]. A mutation (Callipyge) in this broader imprinted region in sheep strongly deregulates expression of multiple genes within the core of this locus, including the maternally expressed miRNA, and causes postnatal skeletal muscle hypertrophy in select muscles in a rostro-caudal gradient across the animal but only when the mutation is inherited in the context of the paternal heterozygote [39]. The mutation apparently does not impact cardiac function, although specific tests have not been undertaken to date. Whether the miRNA within this genomic locus are targeted at mRNA or involved in imprinting maintenance is not clear, but it is interesting to note that the miRNA from this cluster putatively target the KEGG *TGFβ pathway*. Multiple members of this pathway have strong roles in regulating muscle development [51] and cardiac development and disease [52, 53]. Maternally expressed genes typically limit aspects of offspring tissue growth and are often down-regulated after birth [54]. We therefore postulate that the down-regulation of these miRNA after birth may help coordinate the activation of negative regulators of growth thereby limiting cardiomyocyte size and possibly heart size relative to body size.

### Functional analysis of predicted targets of developmentally regulated miRNA clusters

The functional enrichment analyses for the predicted target genes for each miRNA cluster from the miRNA microarray study often showed enrichment for “*cancer*” related themes, which is likely indirectly reflecting proliferative potential, and also enrichment for the related terms *transcription factor regulation* and *proliferative activity.* Thus, there is a consistent functional theme relating to regulation of proliferation in the predicted target genes of the differentially expressed miRNA. One of the difficulties in the biological interpretation of miRNA data relates to the abundance of a miRNA, its mRNA targets and the effects of competing miRNA, which together interplay in a complex manner to regulate gene expression. Therefore, understanding the enriched biological themes in the current investigation will require functional modulation of multiple miRNA in an appropriate cell culture model of cardiomyocyte cell proliferation and differentiation, coupled with biochemical validation of putative miRNA target genes.

## Conclusion

This study has identified miRNA and their target genes associated with cardiac development across late gestation and into postnatal life in sheep, thereby isolating the transition of cardiomyocytes to quiescence that occurs in late gestation from the major physiological and biochemical changes that occur after birth. The investigation has identified a number of clusters of differentially expressed miRNA, some of which are consistent in timing with the suppression of cardiomyocyte proliferation, which occurs across the last third of gestation in sheep. The present study is also consistent with a coordinated and complex role of miRNA in the regulation of cardiomyocyte quiescence. The study identified substantial differences between sheep and rodent cardiac development that may reflect species differences underpinning the very different timing relative to birth of cardiomyocyte quiescence in these species. Importantly, through the use of miRNA microarrays, the current study highlights the potential involvement of many miRNA in the coordination of this pivotal developmental transition.

## Methods

All experiments were performed according to guidelines of both the University of Adelaide and the University of South Australia Animal Ethics Committees.

### Experimental protocol

#### Selection of gestational age groups

In sheep before 100 days gestation (term, 150 ± 3 d gestation) all cardiomyocytes in the heart of the fetus are mononucleated and capable of proliferation, thereafter binucleation begins and hypertrophy becomes the predominant driver of cardiac growth [32, 33]. Therefore, we chose for analysis a gestational age when all cardiomyocytes were mononucleated (91 days; Fetal (F)90; n = 6; Fig. 8), gestational ages when the proportion of mononucleated cardiomyocytes will be decreasing (120 (F120) and 140 (F140) days; *n* = 8 and 6, respectively) and after birth when the majority of cardiomyocytes are quiescent, but undergoing metabolic maturation and hypertrophy (5 (postnatal (P)5), 21 (P21) and 173 (P173) days of age; *n* = 6, 6 and 9, respectively). For the expression of previously identified miRNA and target genes, quantitative real-time RT-PCR (qRT-PCR) was performed at each time point. For global miRNA expression, miRNA microarray analysis was performed using a subset of three animals from each of the following time points F91, F140, P5 and P173.

**Fig. 8:**
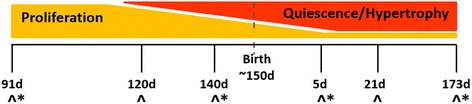
Timing of cardiomyocyte maturation in sheep and experimental design. Fetal and postnatal time points corresponding to the transition of cardiomyocytes from mononucleated and proliferative to quiescent and hypertrophic were chosen to analyse the expression of miRNA in the left ventricle by either qRT-PCR (^) or miRNA microarray (*)

#### Tissue collection

For fetal time points (F21, F120 and F140), pregnant ewes were humanely killed with an overdose of sodium pentobarbitone (25 ml; 325 mg/mL; Virbac Aus, Peakhurst, Australia) and fetuses were delivered by hysterotomy, weighed and decapitated. For postnatal time points (P5, P21 and P173), lambs were humanely killed with an overdose of sodium pentobarbitone (as above). The heart was dissected, weighed and a consistent section of tissue from the free wall of the left ventricle was flash frozen in liquid nitrogen and stored at −80 °C for miRNA and mRNA analyses.

### Extraction of miRNA and mRNA

Total RNA from the left ventricle (~50 mg) was extracted using the miRNeasy Mini Kit (QIAGEN Pty Ltd, Doncaster, Australia). The miScript II RT Kit (QIAGEN Pty Ltd, Doncaster, Australia) with the miScript HiFlex Buffer was used to convert RNA into cDNA from 1 μg of purified RNA [55].

### Targeted measurement of miRNA and mRNA expression using qRT-PCR

#### miRNA expression

cDNA was synthesised using miScript II RT kit (QIAGEN Pty Ltd, Doncaster, Australia) following manufacturer’s instructions [55]. Controls containing no miScript II RT mix (NAC) and no RNA transcript (NTC) were used to test for genomic DNA and reagent contamination, respectively.

The reference miRNA (miR-26b, MS00009233; miR-92-1, MS00006594 and SNORD61-1, MS00033705, QIAGEN Pty Ltd, Doncaster, Australia)) were selected based on expression analysis using the geNorm component of the qBase relative quantification analysis software [56], because their expression was stable across samples [57]. The relative expression of miR-133a (MS00031423, QIAGEN Pty Ltd, Doncaster, Australia), the miR-15 family (miR-15a, MS00008785; miR-15b, MS00008799; miR-16, MS00031493; miR-195, MS00008953; miR-497, MS00031906; QIAGEN Pty Ltd, Doncaster, Australia), miR-199a (MS00007602; QIAGEN Pty Ltd, Doncaster, Australia) and miR-590 (MS00010269; QIAGEN Pty Ltd, Doncaster, Australia) were measured using quantitative real-time reverse transcription PCR (qRT-PCR) on an ABI ViiA7 (PE Applied Biosystems, Foster City, CA). miScript Primer Assays were used in conjunction with the miScript SYBR Green PCR Kit (QIAGEN Pty Ltd, Doncaster, Australia). Expression of each miRNA relative to the three stable reference miRNA was calculated using DataAssist Software 3.0 (PE Applied Biosystems, Foster City, CA) [56] and was expressed as mean normalised expression (MNE).

#### mRNA expression

cDNA was synthesized as previously described [58]. Controls containing no Superscript III (NAC) and no RNA transcript (NTC) were used to test for genomic DNA and reagent contamination, respectively.

The reference genes (ribosomal protein P0 [59], phosphoglycerate kinase 1 [60] and peptidylprolyl isomerase A [60]) were chosen based on expression analysis using the geNorm component of the qBase relative quantification analysis software [56, 61], because their expression was stable across samples [57]. The relative expression of mRNA transcripts of miRNA targets and the reference genes were measured by qRT-PCR using Fast SYBR® Green Master Mix (Applied Biosystems, CA, USA) in a final volume of 6 μL on a ViiA7 Fast Real-time PCR system (Applied Biosystems), as previously described [57].

Primers (Additional file 3) were validated as generating a single transcript and confirmed by the presence of one double stranded DNA product of the correct size and sequence. Controls containing no cDNA were included for each primer set on each plate to test for reagent contamination. Amplification efficiencies were determined from the slope of a plot of C_t_ (defined as the threshold cycle with the lowest significant increase in fluorescence) against the log of the cDNA template concentration (ranging from 1 to 100 ng). Expression of each transcript relative to the three stable reference genes was calculated using DataAssist Software 3.0 and was expressed as mean normalised expression (MNE).

#### Statistical analyses for miRNA and mRNA qRT-PCR

All data are presented as mean MNE ± SEM or as fold change from expression at 91 days gestation. A probability value of 5 % (*P* <0.05) was considered significant. Unless otherwise stated, comparisons between groups were analyzed for statistical significance with a one-way Analysis of Variance (ANOVA) followed by Duncans Multiple Comparison post hoc tests, where appropriate, using SPSS 20 for Windows (Statistical Package for Social Scientists Inc., IL, USA).

### miRNA microarray and data analysis

A custom designed miRNA microarray was employed using a service provider (LC Sciences, USA). It contained multiple (3–8) replicates of 3,098 unique probes and multiple replicates (8–80) of 56 control probes. The unique probes were derived from identified ovine miRNA and additional mammalian miRNA sequences downloaded from miRBase (http://www.mirbase.org/). The microarray included miRNA that have previously been shown to be involved in cardiomyocyte proliferation [7, 13, 27]. By its design the multispecies probe representation on the microarray resulted in miRNA redundancy. RNA, (2 μg) from three samples from each of the F91, F141, P5 and P173 groups, was used for analysis according to standard procedures (*e.g.* [62]). The experimental design included three biological replicates from each of the four developmental ages. Data were background corrected, log_2_ transformed and normalised using a procedure in the commercial package CLCBIO Genomics Workbench (http://www.clcbio.com/). ANOVA analysis performed in CLCBIO identified differentially expressed probes (FDR corrected *P* ≤ 0.05). Principal components analysis was also undertaken using the same package. Supplementary File 1 contains details of the differentially expressed probes. The microarray dataset has been deposited in the GEO database at NCBI (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE68496).

#### k-means clusters

In k-means clustering, probes are clustered into k clusters for which the distances between probes within a cluster are small relative to the distance between clusters. The differentially expressed probes from the microarray were subjected to k-means clustering in CLCBIO using Euclidean distance and group means for the transformed expressed values for each developmental age. The difference between these values and the group mean across all ages for each probe was then determined to centre the data. A value of k = 6 was chosen as data elimination (25 %) revealed profile stability while k values greater than six did not produce substantially different profiles. Supplementary file 1 also contains cluster designations for the significantly differentially expressed probes.

#### miRNA target prediction and function analysis

A minimally redundant set of miRNA was derived from the probes in each k-means cluster and filtered for miRNA with mean expression across all samples less than 100. 3p and 5p miRNA arms were ignored as they cannot be used by most target prediction programs. miRNA target prediction can involve high false positive rates and hence conservative strategies are required. Consequently, the miRNA in each cluster were used as input into MiRWalk (http://www.umm.uni-heidelberg.de/apps/zmf/mirwalk/) for target prediction. MiRWalk used a consensus approach based on the intersection of at least seven of ten different methods and utilised target information from the human, rat and mouse genomes [42]. Redundant targets were then removed. Predicted targets were assessed for Gene Ontology (GO) term enrichments and KEGG pathway enrichments using DAVID (http://david.abcc.ncifcrf.gov/) [43]. Only terms with FDR corrected *P* < 0.05 were used. EASE scores were set at 0.05 to increase the analysis stringency.

#### Technical limitations of the study

To identify putative mRNA targets for the miRNA, a nonredundant set of miRNA corresponding to each k-means cluster was used for mRNA target prediction using MiRWalk. This strategy used a consensus of at least seven of ten different miRNA target prediction methods [42]. Enriched Gene Ontology (GO) terms were then identified using DAVID [43]. This conservative approach has three inherent assumptions: (i) the predicted mRNA targets are expressed in the investigated cardiac tissues; (ii) there is an inverse relationship between the direction of change in expression of a miRNA and its target mRNA, and; (iii) stoichiometry (ratio of abundance of miRNA to target) is not relevant.

There is a significant caveat when equating signal to abundance in the miRNA microarray analysis. The assumption is that the hybridization efficiency is constant. This may be unlikely for all probes, especially as it critically depends on GC content and probe length. Although both the sheep and mouse miRNA data are from miRNA microarrays using the same technologies, there may be species differences that result in small differences in sequence that affect hybridization. Further confounding this area is the nature of the probes, which in some cases relate to isomers.

## Additional files

Additional file 1:
**Statistics for differentially expressed probes.**
Additional file 2:
**DAVID KEGG pathway and GO functional enrichments for mRNA targets predicted from miRNA representing each k-means cluster.**
Additional file 3:
**Primer sequences used in Quantitative Real-Time Reverse Transcription-PCR.**

## Abbreviations

miRNA: microRNA
d: Days
RISC: RNA-induced silencing complex
CCND2: Cyclin D2
SRF: Serum response factor
GJA1: Connexin-43
PGAM1: Phosphoglycerate mutase
CTGF: Connective tissue growth factor
IGF1R: Insulin-like growth factor-1 receptor
Chek1: Checkpoint kinase 1
Cdk1/Cdc2a: Cyclin dependent kinase-1
BIRC5: Survivin/Baculoviral inhibitor of apoptosis repeat-containing 5
SPAG5: Sperm-associated antigen 5
CLIC5: Chloride intracellular channel protein 5
HOPX: Homeodomain-only protein
HOMER1: Homer protein homolog 1
qRT-PCR: Quantitative real-time RT-PCR
GO: Gene Ontology
CC: Cellular component
BP: Biological process
MF: Molecular function
MNE: Mean normalised expression
ANOVA: Analysis of variance

# Supplementary material for: Regulation of microRNA during cardiomyocyte maturation in sheep
**Source:** BMC Genomics. 2015 Jul 22;16(1):541. doi: 10.1186/s12864-015-1693-z
**Supplement:** Additional file 3: — Primer sequences used in Quantitative Real-Time Reverse Transcription-PCR.

Gene	Primers	Accession Number
Cyclin D2 (<i>CCND2</i>)	Fwd 5'- AGCACGCTCAGACCTTCATC -3'<br>Rev 5'- AGGCAATCCACATCCGTGTT -3'	NM_001127290.1
Serum response factor (<i>SRF</i>)	Fwd 5'- AGGCACTGATTGAGACCTGC -3'<br>Rev 5'- CAGAACTGGTGCCAGGTAG -3'	XM_004019222.1
Phosphoglyceric acid mutase<br>(<i>PGAM1</i>)	Fwd 5'- TTGCACCCACTCCCTTCATACAGT -3'<br>Rev 5'- TCCTCATTGGTCACACCTCAGCAT -3'	NM_001034054
Connexin-43 (<i>GJA1</i>)	Fwd 5'- CTGGGTCCTGCAGATCATATTT -3'<br>Rev 5'- AGTTCCTCCTCTTTCTTGTTTCTAG -3'	XM_004011159.1
Connective tissue growth factor<br>(<i>CTGF</i>)	Fwd 5'- TGCACCAGCATGAAGACATACCGA -3'<br>Rev 5'- ACAGGAAGTGTGGTGGTTCTGTGA -3'	NM_001164714.1
Insulin-like growth factor-1<br>receptor (<i>IGF1R</i>) [72]	Fwd 5'- AAGAACCATGCCTGCAGAAGG -3<br>Rev 5'- GGATTCTCAGGTTCTGGCCATT -3	
Checkpoint kinase 1 (<i>Chek1</i>)	Fwd 5'- CCATCCCAGACATCAAGAAAGA -3'<br>Rev 5'- TCCACCAGGAGACTCTGATAC -3'	XM_004019518.1
Cyclin dependent kinase-1<br>(<i>Cdk1/Cdc2a</i>)	Fwd 5'- ATGAGGTGGTTTGGCCAGGAGTTA -3'<br>Rev 5'- TGCATAACAAGCTCCGTCCATCT -3'	NM_001142509.1
Survivin / baculoviral inhibitor<br>of apoptosis repeat-containing 5<br>(<i>BIRC5</i>)	Fwd 5'- TTGAATCGCGGCACCGCTCG -3'<br>Rev 5'- GTGCAGGCGCAGCCCTCTAA -3'	NM_001001855.2
Sperm-associated antigen<br>5 (<i>SPAG5</i>)	Fwd 5'- TCCAGAGCCACAGAAACATC -3'<br>Rev 5'- GATGGACAGCAGAGTCTCATAAA -3'	XM_004012500.1
Chloride intracellular channel<br>protein 5 (<i>CLIC5</i>)	Fwd 5'- CCTTCTCTCAGCGTCTCTTTATG -3'<br>Rev 5'- CAGGTCAGCTGGCTTTCTT -3'	XM_004018860.1
Homeodomain-only protein<br>(<i>HOPX</i>)	Fwd 5'- CACTGTTAGCTGTCCTGCTATT -3'<br>Rev 5'- GCTGCACACAGCTTCCTAT -3'	NM_174097.2
Homer protein homolog 1<br>(<i>HOMER1</i>)	Fwd 5'- GCTCGACTAGCAAAGGAGAAA -3'<br>Rev 5'- CTGGTGTTAAAGGAGACTGAAGA -3'	NM_001076052.1

How the deposited data were processed for this re-analysis (not part of the article)

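Total RNA of the left ventricle of 12 sheep, 3 at each of F91, F140, P5 and P173, had been hybridised to a custom single-colour miRNA array of 3098 probes. The authors deposited scanner intensities per spot, which are not background corrected, and 2 tables of normalised values per probe. One holds whole numbers and names lowess as its normalisation, and the other holds the same values with decimals; they differ by less than 0.5 units over the 3141 probes they share. The score of each probe in the first table, and its intensity in the second, had been background corrected, normalised between arrays by lowess and combined over the spots of the probe by the authors before deposition, and both are on a linear scale. The table of whole numbers holds 3146 probes, of which 55 are controls, and the 3091 others were all tested, without a filter on dim probes. The files give 57 kinds of control probe, empty spots included, and 7 probes of the array are not in the table.

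The values were used as log2(value + 0.1), since Additional file 1 gives means on that scale. They were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean level) over the 12 arrays, with an F-test over the 4 ages and the contrasts F140 against F91, P5 against F140, P173 against P5 and P173 against F91. Adjusted p-values are Benjamini-Hochberg over 3091 probes, with calls at 0.05 or less. Tables were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The files carry no detection calls. A threshold of the median plus 3 SD of the empty spots was checked and was uneven between arrays, with 875 probes above it on P5 replicate 1 and 2880 on F140 replicate 3. An age at which all 3 arrays read under 32 units was therefore treated as not above background, and a fold against it was computed against 32 units and is given as at least that fold.

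The names of probes were reduced to a base name by removing the species prefix and the suffix of sequence variants, and each name was given 1 probe, the exact ovine one first, then the exact bovine one, then any exact one and then variants, with ties settled by brightness. miRNA were named by a rule: the 10 largest rises and falls, by fitted log2 change, from F91 to P173 and the 5 largest each way in the other contrasts, among miRNA past the test with a mean of at least 100 units at the brighter age and no overlap between the arrays of both ages; every miRNA that the Results or Discussion name; and the members of lists of miRNA. The lists hold muscle miRNA, the miR-15 family, the miR-424/503 cluster, the miR-17-92 group and its paralogs, the miR-29, let-7, miR-378, miR-30, miR-181 and miR-320 families, the miRNA of the OAR18 region in Fig. 6, markers of red blood cells, white blood cells, endothelium, smooth muscle, fibroblasts and of liver, brain and pancreas, entries overlapping other small RNA, the reference miRNA of the qRT-PCR and both arms of miR-590. The lists, the tests and the naming rule were fixed before the data were examined, although the values of Additional file 1 had been seen. Lists were tested as sets with camera (preset correlation 0.01, and again with an estimated correlation) over the non-redundant probes with at least 32 units on at least 3 arrays; with the estimated correlation no set passed, except 2 once the GC trend was taken out, the OAR18 miRNA and the entries overlapping other small RNA for P173 against P5 (adjusted p = 0.037 for each).

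Principal components were taken by singular value decomposition of the log2 values of all probes, without centring as the scores in Fig. 4 imply, and again with each probe centred. The 297 probes of Additional file 1 were grouped by k-means (k = 6, 100 starts) on centred age means and set beside the study's clusters by the adjusted Rand index. The GC content of each target sequence was taken from the array's annotation, and a linear trend of log2 values with it was fitted on each array over the 775 probes with a mean of at least 100 units. The test was tried on simulated data with 200 of 3091 probes changed, all of them with a mean of at least 100 units. Between F91 and P173, 18 % of changes of 1 on the log2 scale, 72 % of changes of 2, 80 % of changes of 3 and 94 % of changes of 4 were called, with 5 false calls. These rates do not hold for dim probes. The simulated noise was independent for each probe, so trends across an array, as with GC content, were not part of it. The number of arrays limits the precision.

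The replicate numbers were checked for a pairing of animals across ages. Deviations from the age mean correlated across probes at 0.513, 0.495 and 0.511 between F91 and F140 arrays of the same number, while over all 18 pairs of the same number they ranged down to -0.525 and 7 were above 0.1, and an array matched its own number best in 13 of 36 cases. So F91 and F140 were the only 2 ages whose arrays deviated together at every number, and nothing in the design pairs the animals. At both ages the slope of an array's deviations with GC content also rose with its number. Per 10 % of GC content it went from -0.35 to 0.37 at F91 and from -0.14 to 0.15 at F140. A pairing of animals therefore cannot be told apart from a shared GC trend. The number was tried as a block, for F91 and F140 alone too. No array repeated another: pairs of arrays of the same age correlated at 0.709 to 0.971 over bright probes and pairs of different ages at 0.497 to 0.932, with at most 13.0 % of values identical. The alternatives tried were offsets of 1 and 32, a floor of 32 units, a filter of 32 units on 3 arrays, quantile normalisation, scaling by the 75th percentile, the scanner values with normexp correction (offset 50) and quantile normalisation, the table with decimals, a one-way analysis of variance, variance models without trend or with robust fitting, array weights, the replicate block, the 2 ages of a contrast alone, leaving out each array, the brightest probe of a list member, and those named in the closing section as chosen later. Not used were qRT-PCR values, body weights and target predictions, which were not analysed here, and coordinates, because the annotation at hand is of another assembly than the one in the paper.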

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

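The removal of the GC trend and its test within ages were chosen after the results were seen. Of the 269 probes past limma's F-test over age, 40 lie outside the 297 probes of Additional file 1, and 27 of these had a mean of at least 100 units at an age; they drew attention as a signal in probes that the paper does not discuss. The 3 given here are exact, named probes and were singled out after their values were seen. miR-335, which lies in an intron of MEST, an imprinted gene, read 68.7 ± 77.1 units (SD, n = 3) at F91, 1239 ± 306 at F140, 182 ± 128 at P5 and 77.3 ± 75.3 at P173 (age test, adjusted p = 0.0136), and rose at F140 by 4.81 on the log2 scale (standard error 0.97, adjusted p = 0.012), a call that ended in 3 of 27 alternatives and with F91 and F140 alone (adjusted p = 0.079). miR-148a, a miRNA of metabolism and of lymphocytes, read 460 units at F91, 1445 at F140, 434 at P5 and 203 at P173 (age test, adjusted p = 0.0442). miR-4532, an entry of 94.1 % GC, read 42.3 ± 3.06, 42 ± 30.8, 317 ± 304 and 54 ± 7 units (age test, adjusted p = 0.0365), and its rise from F140 to P5 (log2 change 2.74, standard error 0.63, adjusted p = 0.043) was 1.13 on the log2 scale and no longer passed with the GC trend taken out; it ended in 14 of 27 alternatives and with F140 and P5 alone.

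AU-rich miRNA such as miR-335 (30.4 % GC) and miR-1 were brighter on the F140 arrays than on the F91 arrays: the 67 non-redundant probes that rose had 38.8 % GC on average, against 49.3 % for all names with a mean of at least 100 units. A trend of this kind is present without a difference in age: within ages the deviation of an array also ran along GC content, with a Spearman correlation of up to 0.446 in size across probes, which are not independent replicates. Whether it lies in the arrays or in the animals was not tested, and the array at 0.446, F91 replicate 3, is that of the only male. Such a trend as the whole cause is argued against by the 76.1 % of rises (51 of 67) that still passed once a linear trend was taken out of each array; the rise of miR-1 then went from 4.28 to 3.15 and that of miR-335 from 4.81 to 3.84 on the log2 scale. Looser hybridisation of some arrays stays open, because the mismatch signal of 9 spike controls did not decide it: it correlated with the GC slope of the 12 arrays at Spearman -0.531 (permutation p = 0.081) and Pearson -0.556 (permutation p = 0.058), the only relation of this kind computed, and at -0.248 without the 2 farthest arrays, on which it rests. A difference of the ages themselves may account for the rises that remain, but with 3 arrays per age this was not tested apart from the arrays.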

How the results depend on the processing

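The fits without the GC trend, without 3 arrays in doubt (F91 replicates 1 and 3 and P173 replicate 2) and with 2 ages and a replicate block, the analysis of variance over probes above 32 units and the components of the study's 297 probes and of centred probes above background were chosen after the data were seen. No call of a named miRNA reversed: of 148 calls, 47 held in all 27 alternatives over the 4 ages, and 40 of these with the 2 ages alone too (66 of the 148); with the replicate block besides, none of the 45 calls for F140 against F91 held, and 28 did once the GC trend was taken out too. Over the 4 ages the block ended 3 calls. Most losses came without a variance trend (85), without the 3 arrays (54), with one-way analysis of variance (48), without F140 replicate 1 (46), without P5 replicate 1 (43) and with the floor of 32 units (42). Leaving out 1 array, the 17 OAR18 miRNA lower at P173 stayed at 15 (without F91 replicate 2) to 19 (without F91 replicate 3), and list members called at 37 (without F91 replicate 2) to 44 (without P173 replicate 3) around 43. Over the other alternatives the OAR18 count was lowest with the floor of 32 units, at 12. It was highest, at 21, with the GC trend taken out and with the filter of 32 units on 3 arrays. Apart from the values below, the counts for the age test, the 4 contrasts and the study's 297 stayed within 1.5 times those reported.

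Without a variance trend the age test called 103 probes in place of 269, 94 in place of 229 of the study's 297, 37 in place of 171 for F140 against F91, 6 in place of 56 for P5 against F140, 9 in place of 49 for P173 against P5 and 127 in place of 209 for P173 against F91. Without the 3 arrays in doubt 138 of the study's 297 passed, and the counts were 63 for F140 against F91, 121 for P5 against F140, 26 for P173 against P5 and 100 for P173 against F91; 1 F91 array is left, assumed to vary like the other groups. One-way analysis of variance gave 109 for F140 against F91 and 15 for P5 against F140. With the 2 ages alone, 9 differed for F140 against F91, 25 for P5 against F140 and 91 for P173 against F91. P5 against F140 rose to 139 with array weights, 140 with an offset of 32 and 133 with scanner values, and P173 against P5 to 76 with array weights. The cause was not tested, apart from the fewer arrays that some of these settings use.

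Because the F91 and F140 arrays correlated by number, a replicate block was fitted: with it, 125 probes were higher and 51 lower, and with the 2 ages alone plus the block 0 were called by limma (531 at an unadjusted p under 0.05; 9 without the block), and 93 once the GC trend was taken out too, an alternative chosen after seeing the data. Leaving out 1 array gave 183 (without F140 replicate 1) to 392 (without F91 replicate 1) probes for age, 50 (without F140 replicate 1) to 304 (without F91 replicate 1) for F140 against F91, 4 (without P5 replicate 3) to 128 (without F91 replicate 1) for P5 against F140, 12 (without P5 replicate 2) to 76 (without P173 replicate 3) for P173 against P5, 148 (without P173 replicate 1) to 280 (without F91 replicate 1) for P173 against F91, and 173 (without F140 replicate 1) to 223 (without F91 replicate 1) of the study's 297.

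The first component's share (89.3 %) was 17.0 % with each probe centred, 82.7 % with each array centred, 96.1 % with an offset of 1, 98.2 % with the filter, 90.3 % with quantile normalisation, 97.5 % over the study's 297 probes and 47.5 % over these centred, 32.6 % over the 1122 probes of the filter centred, and 89.1 % (without P5 replicate 2) to 89.9 % (without P173 replicate 2) leaving out 1 array. The adjusted Rand index of k-means (0.992) was 0.919 with an offset of 1, 0.519 with profiles divided by their SD, 0.820 with k = 7 and 0.984 with quantile normalisation. With the floor the index was 0.402. Cluster 1 then held 17 probes, Cluster 4 held 47, Cluster 6 held 36 and Cluster 5 held 83, of which 7 were among the study's 32. With k = 5 the index was 0.766, without a counterpart of Cluster 5. The cause was not tested.

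The share of called probes that were higher moved most with the scaling for F140 against F91, from 69.6 % to 54.0 % with quantile normalisation (101 higher and 86 lower). For P5 against F140 it stayed at 45.8 % with quantile normalisation and 44.4 % with the 75th percentile (46.4 % as reported). With scanner values, which change the background too, 42 were higher and 91 lower there (26 and 30 as reported), and 38 higher and 17 lower for P173 against P5 (28 and 21). The median log2 change of 775 bright probes shifted by -0.17 for F140 against F91 with quantile normalisation, and with scanner values by -0.16 for that contrast, 0.12 for P173 against P5 and -0.10 for P173 against F91. No scan date or slide is given, so that alternative was not run. Signal over background limits what can be seen: 1122 of 3091 probes read at least 32 units on at least 3 arrays, and a change below 32 units is not seen.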

Differences from the paper's values

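No value set beside one stated by the paper differed from it by more than 1.5 times. The age test called 269 probes (8.70 %) where the paper gives 297 (9.6 %), at the same stated threshold but by another test. An offset of 1 also gave 297, but these are not the same probes. Of the paper's 297, 223 passed with that offset and 229 in the fit reported. A one-way analysis of variance over the 1338 probes above 32 units on at least 1 array, chosen after seeing the values, matched the paper's FDR within 0.00046 % and called 271, dropping 26 of the paper's 297. In the paper's table these 26 probes have an FDR above 0.05 (up to 0.0550). Its Max fold change column equals the ratio of the largest to the smallest mean of log2 values for 297 of 297 probes (within 1 %, sign ignored), so it is a ratio of log2 values and not a fold between ages. Anonymous probes past the test were 19 here and 14 in the paper, with 10 (floor of 32 units) to 28 (without F91 replicate 1) over the alternatives and 27 with array weights.

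The first component held 89.3 % of the variation and the paper gives 97 %; the share was 96.1 % with an offset of 1, 98.2 % with a filter of 32 units on 3 arrays and 97.5 % over the 297 selected probes, a set chosen after seeing the values. The paper's Fig. 4 shows the ages apart, and here they were apart over the 297 probes (mean silhouette 0.747 with each probe centred, 0.614 without) and mixed on the first 2 components of all probes (-0.0663 and -0.228), with 0.258 and 0.0243 over the 1122 probes of the filter. Of Cluster 5 names, 72.4 % were matched to the OAR18 region, by the list of Fig. 6, and the paper gives 83 %. The match left out mir-376d-p3, a name of the region, so the share found here is a lower bound. The files give 3 to 6 spots per probe and 57 kinds of control probe, empty spots included, where the Methods give a wider range of spots and a lower count of controls.

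The paper's Discussion describes Cluster 2, with miR-17 and miR-92, as rising with age, while its Results describe a decline: of 88 probes 57 were lower and none was higher at P173 than at F91, and miR-92a fell by 2.27 on the log2 scale. miR-17 and miR-199a, placed in that cluster, peaked at F140 on the arrays, and neither differed between F91 and P173 (adjusted p = 0.19 for miR-17 and 0.21 for miR-199a-5p, which was called, at 0.043, without F91 replicate 3 only). miR-145 is listed in Cluster 4, a cluster that rises; none of its 33 probes passed the age test (lowest adjusted p = 0.23). miR-133a is described by the paper as rising with age by both qRT-PCR and array. Its ovine probe had an adjusted p of 0.086 over the 4 ages and 0.037 for P173 against F91. Of its 5 probes above background, 3 were higher at P173 than at F91, and a variant in Cluster 4 passed the age test (adjusted p = 0.042). By qRT-PCR the paper gives miR-15a and miR-195 as lowest at F140. There the arrays had their highest means, 516 ± 88.3 units (SD, n = 3) for miR-15a and 84.3 ± 15.8 for miR-195. It gives miR-15b as highest at P5, where the arrays had 1303 ± 287 against 4463 ± 1351 at F91, and both methods had miR-15b lowest at P173. The measures are unlike: the qRT-PCR was relative to reference miRNA and covered more ages and more animals, of which those on the arrays are a subset.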

Other observations

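The tests of age as the main axis of all probes, of the GC trend and of a loss of fibroblasts were chosen after the results were seen. Several groups of miRNA that the paper does not follow changed little. Of 9 let-7 miRNA, 1, let-7e, was lower at P173 than at F91 (1 when adjusted over the list alone), at 1458 ± 609 units (SD, n = 3) against 4613 ± 2568 (log2 change -1.61, standard error 0.40, adjusted p = 0.026; the call ended in 8 of 27 alternatives and with the 2 ages alone). None of 6 miR-378 or 6 miR-30 miRNA differed between F91 and P173 (0 also over the list alone), and miR-378 itself read 3661 ± 935 and 3840.3 ± 623 units, although 21 probes of the miR-378 family are in Cluster 4. The reference miRNA of the qRT-PCR were not alike: miR-26b read 1489 ± 1641, 4418 ± 633, 2191 ± 861 and 2323 ± 1311 units at the 4 ages (adjusted p = 0.22), and miR-92a was lower at P173 (1 of 2, also over the list alone). Neither arm of miR-590 was called in any contrast (0 of 2, also over the list alone).

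Markers of other cells gave few calls when adjusted over all probes. At F140 against F91, 1 red blood cell, 1 white blood cell and 1 fibroblast miRNA were higher and 1 fibroblast miRNA was lower. Over the lists alone these counts were 3, 3, 3 and 1. All of the calls over all probes ended with the 2 ages alone. From F140 to P5 none of these 3 lists had a call, while over the list alone 3 fibroblast miRNA were lower. Of 3 red blood cell miRNA 1, miR-486, was higher at P173 than at F91 (1 over the list alone), and of 7 white blood cell miRNA 2 were higher (miR-150 and miR-146a) and 1 lower (miR-155; 4 and 1 over the list alone), with miR-155 at 180 ± 63.2 units at F91 and 50 ± 12.5 at P173. The calls of miR-146a and miR-155 ended with F91 and P173 alone (adjusted p = 0.12 and 0.077) and in 7 and 5 of 27 alternatives, and without the 3 arrays in doubt, which leaves 1 F91 array, the list had 1 higher and 0 lower. The endothelial miR-126-3p rose from 2458 ± 1655 units at F91 to 7339 ± 1331 at F140 (log2 change 1.82, standard error 0.44, adjusted p = 0.029), a call that ended in 9 of 27 alternatives and with the 2 ages alone (1 of 2, also over the list alone). Neither smooth muscle miRNA changed in any contrast, and of 4 markers of liver, brain and pancreas with a probe none changed between F91 and P173 and miR-122 alone read above background, at 49.3 ± 28 units at P5. Of 4 fibroblast miRNA, 1, miR-214, was lower at P173 (1 over the list alone), and none of the 4 is confined to fibroblasts. Of 12 entries overlapping other small RNA, 4 were higher at P173 than at P5 (7 over the list alone; 2 with the GC trend taken out) and 3 higher than at F91 (4 over the list alone; camera, adjusted p = 0.0056, 0.22 with an estimated correlation), among them miR-4454, at 829 ± 287 units against 169 ± 44.5 at F91; miR-2478 fell from 823 ± 23.2 at F140 to 320.3 ± 62.9 at P5, a call that ended in 7 of 27 alternatives.

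The ages separated on the components of the 297 probes chosen for differing with age. Selection alone is argued against: 99 random groupings of the arrays, each with its own 297 probes of lowest p, reached the real separation (silhouette 0.628) in 2.02 % of cases, with a median of 0.287 and a highest value of 0.719. Age as the main axis of all miRNA stays open: the silhouette on the first 2 components was -0.0663 over all 3091 probes and 0.258 over the 1122 with at least 32 units on at least 3 arrays, so dim probes could hide such an axis.

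Of the 54 OAR18 miRNA, 17 were lower at P173 than at F91 (camera, adjusted p = 7.6e-10, 0.17 with an estimated correlation). The GC trend does not account for these 17, since 100 % of them (17 of 17) still passed without the trend, nor does the level of the probes, since 0 of 10000 lists matched on level and GC content had a median change as low (0 %; 25 neighbours per member). A loss of fibroblasts as the cause stays open, because none of the 4 fibroblast miRNA is confined to fibroblasts and they did not move alike. miR-21 did not fall (log2 change 0.61, standard error 0.61), while miR-214 did, at -3.65 (0.31). The changes of miR-199a-5p, at -1.10 (0.45), and of miR-199a-3p were negative too, but did not pass the test. A lower transcription of the imprinted region with age is a candidate explanation that stays open and was not tested.

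Other splits of the arrays into groups of the same sizes were fitted. For the age test 1 of 100 splits, the real one, gave 269 probes, and the highest other gave 10, so as many calls are unlikely by chance there. The splits treat the arrays as independent and cannot tell age from an order of processing that runs with age. For the contrasts 10 splits each are too few for a share under 0.05: the real split (1 of 10 with as many calls) and the highest other gave 171 and 1 for F140 against F91, 56 and 0 for P5 against F140, 49 and 0 for P173 against P5, and 209 and 1 for P173 against F91.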
